# Microarray analysis of gene expression profiles of cardiac myocytes and fibroblasts after mechanical stress, ionising or ultraviolet radiation

**DOI:** 10.1186/1471-2164-6-6

**Published:** 2005-01-18

**Authors:** Marjan Boerma, Caroline GC van der Wees, Harry Vrieling, J Peter Svensson, Jan Wondergem, Arnoud van der Laarse, Leon HF Mullenders, Albert A van Zeeland

## Abstract

**Background:**

During excessive pressure or volume overload, cardiac cells are subjected to increased mechanical stress (MS). We set out to investigate how the stress response of cardiac cells to MS can be compared to genotoxic stresses induced by DNA damaging agents. We chose for this purpose to use ionising radiation (IR), which during mediastinal radiotherapy can result in cardiac tissue remodelling and diminished heart function, and ultraviolet radiation (UV) that in contrast to IR induces high concentrations of DNA replication- and transcription-blocking lesions.

**Results:**

Cultures enriched for neonatal rat cardiac myocytes (CM) or fibroblasts were subjected to any one of the three stressors. Affymetrix microarrays, analysed with Linear Modelling on Probe Level, were used to determine gene expression patterns at 24 hours after (the start of) treatment. The numbers of differentially expressed genes after UV were considerably higher than after IR or MS. Remarkably, after all three stressors the predominant gene expression response in CM-enriched fractions was up-regulation, while in fibroblasts genes were more frequently down-regulated. To investigate the activation or repression of specific cellular pathways, genes present on the array were assigned to 25 groups, based on their biological function. As an example, in the group of cholesterol biosynthesis a significant proportion of genes was up-regulated in CM-enriched fractions after MS, but down-regulated after IR or UV.

**Conclusion:**

Gene expression responses after the types of cellular stress investigated (MS, IR or UV) have a high stressor and cell type specificity.

## Background

The mammalian myocardium contains several cell types, of which the cardiac myocytes (CM) make up most of the heart's mass. Although a small proportion of CM in the adult myocardium remains mitotic, most CM lose the capacity to undergo cell division shortly after birth [1]. In the adult heart, approximately 70% of the cells is represented by non-myocytes, most of which belong to the fibroblast compartment. In this study, we investigate how the stress response of cardiac cells to increased mechanical stress (MS) can be compared to genotoxic stresses induced by two DNA damaging agents, ionising radiation (IR) and ultraviolet radiation (UV).

In cardiac cells, MS is increased during excessive pressure or volume load of the heart, as seen in hypertensive and valvular heart disease. This results in an adaptive growth response leading to structural and functional cardiac changes, including CM hypertrophy and hyperplasia of fibroblasts, to compensate for the increased workload [2]. In vitro cyclic stretch of rat cardiac cells has been shown to be an appropriate model for cellular changes that occur during overload of cardiac muscle in vivo [3]. Mechanical signals may be transferred to the nucleus of cells through integrin receptors, cytoskeletal filaments and nuclear scaffolds [4] and through ion channels, ion exchangers and hormone receptors [5].

Radiation induced heart disease (RIHD) has been recognised as a late adverse effect of thoracic radiotherapy if the heart was situated in the radiation field [6]. IR induces the formation of reactive oxygen species that react with different components of the cell, thereby inducing macromolecular lesions. IR can activate several signal transduction pathways, involving growth factor receptors, death receptors and DNA damage sensing proteins [7]. Primary fibroblasts in culture are known to go into senescence shortly after IR [8], after which terminal differentiation of these cells is induced [9]. Cultures of CM do not demonstrate cell death, nor a loss of function upon a single dose of 10,000 rad (~100 Gy) [10,11].

The density of DNA damaging events after UVC, which include helix-distorting photolesions, is three orders of magnitude higher than the density of DNA damage that occurs after IR [12] and sufficient to block cellular DNA replication and transcription. Signal transduction after UV is mediated via components of the cellular membrane, involving growth factor receptors, and via DNA damage sensing proteins [7]. UV is known to induce cell cycle arrest and apoptosis in several cell types [13,14].

The aim of the study was to identify and compare differentially expressed genes (up-regulated or down-regulated when compared with untreated controls) in cardiac cells in response to MS, IR or UV. To this purpose, cultures enriched for ventricular CM or fibroblasts were exposed to one of the three stressors. Differentially expressed genes were identified using Affymetrix GeneChips. Several statistical methods have been developed to analyse Affymetrix gene expression microarrays. We used a method based on Linear Modelling on Probe Level [15] to describe the signal of every perfect match (PM) probe. Because overall changes in the expression of functionally related genes are more informative than the expression pattern of single genes, genes in microarray studies can be assigned to functional groups [16]. In the present study, such an approach was used to classify genes, based on biological function or on the role of a gene product in common intracellular pathways.

## Results

### Accuracy of the linear model

As an example for the accuracy of the linear model that was used to describe the PM probe signals, Figure 1A shows a dot plot of all PM probe signals as calculated by the linear model, against the actual PM probe signals determined from fibroblasts after UV. These data were used to calculate correlation coefficients (R^2^) between the signals calculated by the model and the actual PM signals obtained. Figure 1B shows the distribution of R^2 ^values for fibroblasts after UV. The majority of probe-sets have a correlation coefficient ≥ 0.90, indicating that the model used fitted the data accurately.

**Figure 1:**
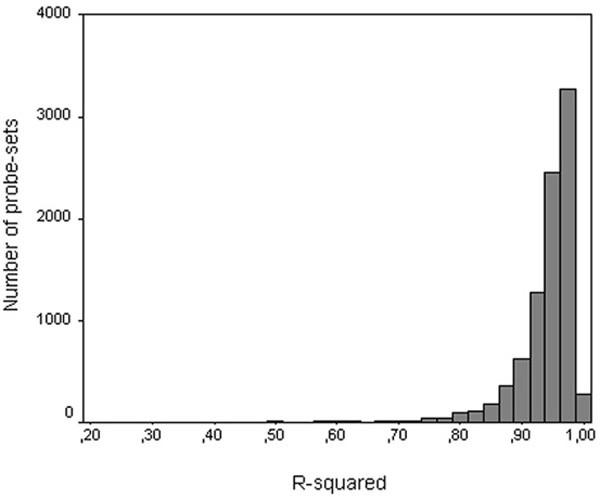
**Accuracy of the linear model**. Dot plot of all PM probe signals as calculated by the linear model, against actual PM probe signals determined from fibroblasts after UV (A). The data presented in Figure 1A were used to calculate correlation coefficients (R^2^) between the signals calculated by the linear model and the actual PM signals of fibroblasts after UV (B).

### Numbers of differentially expressed genes

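RNA was hybridised to 35 RG-U34A arrays, 1 for each sample. CM-enriched cultures (MS), CM-enriched fractions (IR and UV) and cultures of fibroblasts were sampled at the end of 24 h of cyclic stretch (20% elongation at 1 Hz), or 24 h after 8.5 Gy of X-rays or 10 J/m2 of UVC. Each treated sample has an untreated control of the same numbered experiment, with n = 3 arrays in every group except for 2 controls of the CM-enriched fractions after UV. The UV-treated CM array 3 has no control of its own, so that comparison rests on 2 pairs. The table holds 1 linear intensity for each of 8799 probe-sets and array, with a trimmed mean of 200.3 to 200.4 on 26 arrays and of 1001.5 to 1001.7 on the other 9, and no pair of treated and control arrays mixes these scales. The background correction and the probe-level normalization described in Methods are not part of these intensities and need probe signals, which were not used here. Arrays were brought to a common scale and quantile normalized, and 8740 probe-sets were tested with limma, with the numbered experiment as a block. Changes below are log2 values, treated over control, with their standard error (SE), and p values are adjusted over all probe-sets of a comparison. A call is an adjusted p under 0.05 unless another level is given. Where a replicate was left out, its arrays were left out of all comparisons at once. A call lost in this way can reflect fewer arrays in the fit, and not only that pair. Replicate 3 holds no pair of CM-enriched fractions after UV. Spearman correlation between arrays of the same group lay between 0.925 and 0.980.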

A Series entry (accession number GSE2032) at Gene Expression Omnibus (GEO), a public gene expression database of NCBI [17], gives access to all microarray data generated in this study. Figure 2 represents the numbers of genes with a unique LocusLink ID that were up-regulated or down-regulated (q < 0.005) in CM-enriched cultures/fractions and cultures of fibroblasts after one of the three stressors. When using these criteria, the numbers of differentially expressed genes (up-regulated or down-regulated) after UV were considerably higher than after IR or MS. 

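At an adjusted p under 0.05, 753 probe-sets were higher and 713 lower after UV in CM-enriched fractions (n = 2 pairs), and 1024 were higher and 978 lower in cultures of fibroblasts (n = 3 pairs). In CM-enriched fractions the largest rises were those of Hspa2, a 70 kDa heat shock protein (3.60, SE 0.37, adjusted p = 4.99e-05), and of Tap1, the transporter that loads peptides on MHC class I (3.57, SE 0.26, adjusted p = 5.16e-06). Another Tap1 probe-set rose by 1.59 (SE 0.15). The next were Atn1 (3.41), Psmb9 of the immunoproteasome (3.34, and 1.94 for another probe-set), the mitochondrial polymerase subunit Polg2 (3.17) and Zbtb24 (3.10). The largest falls were those of the angiotensin II receptor Agtr1a (-3.58, SE 0.25, adjusted p = 4.09e-06) and the prostaglandin F receptor Ptgfr (-3.14, SE 0.26, adjusted p = 1.32e-05), then Inpp4a (-2.94), the non-coding RNA H19 (-2.87), Stk39 (-2.82) and Scfd2 (-2.81). Cultures of fibroblasts gained most in Abcb1b, a drug efflux pump (4.23, SE 0.19, adjusted p = 2.68e-08), Gbp2 (3.96), the co-stimulatory ligand Cd80 (3.95), Hspa1a (3.69), Hspa2 (3.41) and Cad of pyrimidine synthesis (3.31). They lost most in Cyp7b1 (-4.42), Ptprm (-3.95), Slit3 (-3.83), Nfia (-3.61), Adgrl2 (-3.57) and Plcl1 (-3.44). After IR the corresponding counts were 25 higher and 39 lower in CM-enriched fractions, and 3 higher and 4 lower in cultures of fibroblasts. The UV counts in CM-enriched fractions fell to 259 higher and 276 lower without replicate 1 and to 443 higher without replicate 2, and those in fibroblasts to 663 higher without replicate 1 or 2, and to 573 higher and 647 lower without replicate 3. Atn1 was no longer called in CM-enriched fractions without replicate 1 (adjusted p = 0.197) or 2 (adjusted p = 0.151), Stk39 without replicate 2 (adjusted p = 0.214), and Polg2, Zbtb24 and Scfd2 without replicate 1 (adjusted p = 0.0525, 0.0675 and 0.0526).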

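Counted as genes, of which at least 50% of the probe-sets pass at an adjusted p under 0.05, 17 genes were up-regulated in CM-enriched fractions and 2 in cultures of fibroblasts after IR (n = 3 pairs each). After UV these were 481 genes in CM-enriched fractions (2 pairs) and 658 in cultures of fibroblasts (3 pairs), and after MS limma called none in either population. The largest rise after IR in CM-enriched fractions was that of Sprr1a, a small proline-rich stress protein (2.56, SE 0.24, adjusted p = 4.00e-04). The AP-1 subunit Fosl1 (1.27, SE 0.25, adjusted p = 0.0386) and the dipeptidase Dpep1 (1.41, SE 0.17, adjusted p = 0.00176) rose as well. Tested between the populations, the change of Sprr1a was larger in CM-enriched fractions by 2.40 (SE 0.34, adjusted p = 0.0429) and that of Dpep1 by 1.61 (SE 0.25, adjusted p = 0.0481). Sprr1a was not called without replicate 1 (adjusted p = 0.0628) or 2 (adjusted p = 0.106), and Dpep1 neither without a block for the experiment (adjusted p = 0.897) or with a random one (adjusted p = 0.315) nor without replicate 1 (adjusted p = 0.140) or 2 (adjusted p = 0.108), nor with the array lot as a block (adjusted p = 0.167). The differences of Sprr1a and Dpep1 between the populations were lost whichever replicate was left out (adjusted p = 0.113 to 0.375 and 0.311 to 0.386), without a block (adjusted p = 0.859 and 1), with a random one (adjusted p = 0.0503 and 0.657), with arrays only scaled (adjusted p = 0.0509 and 0.132) and with the lot as a block (adjusted p = 0.0699 and 0.203). That of Dpep1 was also lost with a pseudocount (adjusted p = 0.225), a higher floor (adjusted p = 0.906) or the scan as a block (adjusted p = 0.122). With a higher floor the changes of Dpep1 and Fosl1 were 0.22 (adjusted p = 0.654) and 0.04 (adjusted p = 1). Fosl1 was lost under most settings, for example without replicate 1 (adjusted p = 0.415) or 3 (adjusted p = 0.621) and with the scan as a block (adjusted p = 0.233), and without replicate 2 it stood at 0.0532.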

After each of the three stressors more genes were up-regulated in CM-enriched cultures/fractions than in cultures of fibroblasts. Conversely, higher numbers of down-regulated genes were determined in fibroblasts. These differences were most pronounced after MS (Figure 2A).

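At the same level down-regulated genes numbered 25 in CM-enriched fractions and 3 in cultures of fibroblasts after IR (n = 3 pairs each), and 436 and 617 after UV (2 and 3 pairs). The largest falls in CM-enriched fractions after IR were those of the mitotic motor Kifc1 (-3.56, SE 0.35, adjusted p = 4.80e-04), the centriole kinase Plk4 (-2.27, SE 0.45, adjusted p = 0.0414) and Fam111a (-2.25, SE 0.24, adjusted p = 9.21e-04). In fibroblast cultures the securin Pttg1 (-1.95, SE 0.30, adjusted p = 0.0386) led the falls. The fall of Kifc1 was deeper in CM-enriched fractions than in cultures of fibroblasts by -3.43 (SE 0.49, adjusted p = 0.0429). This difference was lost without a block for the experiment (adjusted p = 0.859) or with a random one (adjusted p = 0.0529). It was also lost whichever replicate was left out (adjusted p = 0.263 to 0.384), and with the scan or the lot as a block (adjusted p = 0.0962 and 0.0972). Arrays of CM-enriched fractions after IR were read in more than 1 scan and come from more than 1 lot. With the scan as a block 17 probe-sets were higher and 26 lower there, and with the lot as a block 49 and 48. Leaving out a replicate moved these counts to 10 and 4 (without replicate 1), 1 and 1 (without replicate 2) and 12 and 10 (without replicate 3). In fibroblast cultures no probe-set was higher without replicate 1 or 2. Kifc1 passed neither without replicate 1 (adjusted p = 0.0748) nor 2 (adjusted p = 0.0532), and Fam111a neither (adjusted p = 0.0792 and 0.0780) nor with a higher floor (adjusted p = 0.0978). Plk4 and Pttg1 were lost whichever replicate was left out (adjusted p = 0.166 to 0.558 and 0.123 to 0.844), and Plk4 also with the scan or the lot as a block (adjusted p = 0.236 and 0.466) or without a block for the experiment (adjusted p = 0.0576).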

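After MS no probe-set passed an adjusted p of 0.05 in limma, in CM-enriched cultures or in cultures of fibroblasts (n = 3 pairs each). At an unadjusted p under 0.05 there were 414 and 468 probe-sets, where 437 are expected by chance. The smallest adjusted p in CM-enriched cultures was 0.0618, for the proteoglycan Sdc3 (1.62, SE 0.23) and the adhesion receptor Adgrl3 (-1.23, SE 0.17), both chosen after their values were seen. In fibroblast cultures it was 0.168, shared by the matrix protein vitronectin, Vtn (-1.08, SE 0.18, lower in 3 of 3 pairs). The change differed between the populations for no probe-set either (365 at an unadjusted p under 0.05). In simulated data of the same size, 82.1% of 2-fold changes were found in CM-enriched cultures and 83.6% in cultures of fibroblasts, but of 1.5-fold changes 33.8% and 31.3%. These shares were not split by signal level, so they do not show what is found among dim probe-sets. With a replicate left out, at most 2 probe-sets passed in CM-enriched cultures (2 lower without replicate 1, 1 higher without replicate 2). In fibroblast cultures 2 were higher without replicate 1 or 3, 1 lower without replicate 1 and 4 lower without replicate 3, and the change differed between the populations for 4 without replicate 3.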

**Figure 2:**
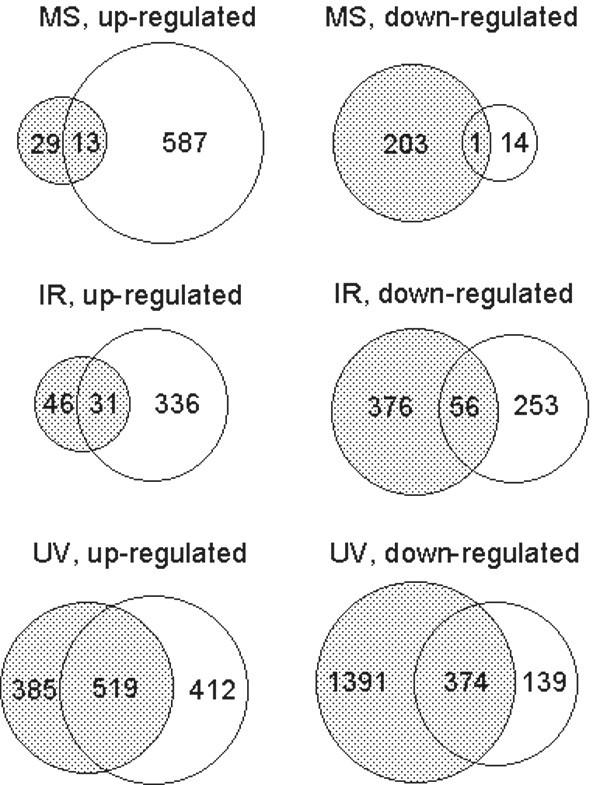
**Numbers of differentially expressed genes**. Numbers of differentially expressed genes (q < 0.005) with a unique LocusLink ID in cultures of fibroblasts (dotted) and CM-enriched cultures after MS (A), in cultures of fibroblasts (dotted) and CM-enriched fractions after IR (B), or in cultures of fibroblasts (dotted) and CM-enriched fractions after UV (C). Overlapping parts of the circles represent genes that show differential expression both in CM-enriched cultures/fractions and cultures of fibroblasts.

Based on information available at NettAffx™ [18], extended with standard textbooks and recent literature, genes with a unique LocusLink ID were assigned to several functional groups. Subsequently, the status of each gene within a functional group was determined in both cell populations (CM-enriched cultures/fractions and cultures of fibroblasts). Individual probe-sets within these functional groups and their q-value after the three stressors are listed in table 1 (see additional file 1). In this table, down-regulated genes are distinguished from up-regulated genes by a minus-sign in front of their q-value. Figure 3 shows the percentage of genes in a functional group that are differentially expressed after MS, IR or UV. 

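Of 4736 genes with a single symbol, UV changed 19.4% in CM-enriched fractions (n = 2 pairs) and 26.9% in cultures of fibroblasts (n = 3 pairs), IR 0.9% and 0.1%, and MS 0.0% of both. Among 28 gene lists set up from their known functions, the largest shares after UV in cultures of fibroblasts were those of smooth muscle markers (88.9%), fetal genes of hypertrophy (85.7%), genes of the interferon response and MHC class I (70.0%) and sarcomere genes (65.4%). The highest shares in CM-enriched fractions after UV were those of p53 targets (60.0%) and fetal genes (57.1%). After IR they were mitosis genes (59.1% in CM-enriched fractions and 13.6% in cultures of fibroblasts) and p53 targets (30.0% and 10.0%). These lists hold 6 to 175 genes of the array.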

In accordance with Figure 2, the highest percentages of genes were differentially expressed after UV (on average 39.4% for both cell populations), followed by IR (13.0%). In general, the percentages of differentially expressed genes were lowest after MS (8.3%). 

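Among 30 genes of heat shock proteins and chaperones, 7 rose and 4 fell in CM-enriched fractions after UV (n = 2 pairs), or 9 and 5 adjusted over the list alone. In fibroblast cultures 11 rose and 4 fell (n = 3 pairs), or 11 and 5 adjusted over the list alone. The hypergeometric probability of such a share was 0.0201 (36.7% of the list) and 0.00576 (50.0%), before adjustment over the lists. For 15 genes of cholesterol biosynthesis it was 0.00338 (53.3%) in CM-enriched fractions and 0.0802 (46.7%) in cultures of fibroblasts after UV. As a whole the heat shock list did not move in 1 direction: its median change after UV was 0.10 in CM-enriched fractions (list test, adjusted p = 0.491) and 0.13 in cultures of fibroblasts (adjusted p = 0.245).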

Several functional groups, including heat shock proteins and genes involved in cholesterol biosynthesis, showed high proportions of differentially expressed genes with a hypergeometric probability P < 0.005. These functional groups were considered to have significantly high percentages of differentially expressed genes. On the other hand, in the group of genes encoding for ion channels and exchangers, low percentages of differentially expressed genes with a hypergeometric probability P < 0.005 were determined, both after IR and UV.

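Of 175 ion channels and exchangers, 4 rose and 11 fell in CM-enriched fractions after UV (n = 2 pairs), which is 8.6% of the list. Adjusted over the list alone these were 3 and 8. In fibroblast cultures (n = 3 pairs) 6 rose and 13 fell, which is 10.9%, or 4 and 8 adjusted over the list alone. The hypergeometric probability of a share this low or lower was 5.05e-05 in CM-enriched fractions and 9.81e-08 in cultures of fibroblasts. After IR limma called none of them in either population (n = 3 pairs), where the same probability was 0.204 and 0.828, the lowest it can take with none called. In the list test their median change after UV was -0.05 (adjusted p = 0.633) in CM-enriched fractions, and 0.01 in cultures of fibroblasts with a mean of -0.03 (adjusted p = 0.812). The hypergeometric test took all 4736 genes as background, whatever their signal. Genes at the floor can hardly be called, so the low share after UV cannot tell unresponsive genes from dim ones.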

**Figure 3:**
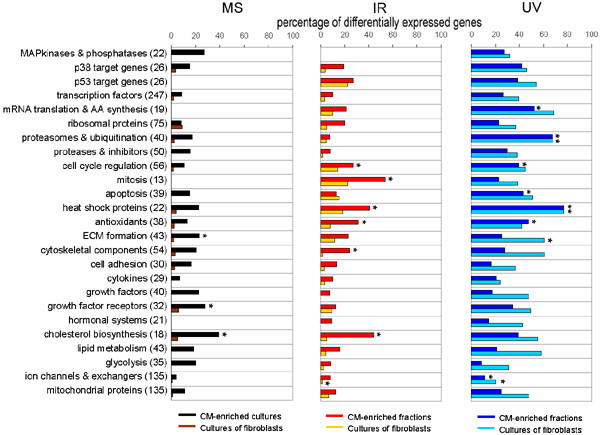
**Percentages of differentially expressed genes**. Percentage of total number of genes within functional groups that are differentially expressed in CM-enriched cultures/fractions and cultures of fibroblasts after MS, IR or UV. Numbers between brackets represent total numbers of genes within a functional group. For example, of the 22 MAPkinases and phosphatases found to be represented by the array, 27% were differentially expressed in CM-enriched fractions after UV. AA: amino acid. *Hypergeometric probability P < 0.005

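The sheet of MAP kinases and phosphatases in additional file 1 names 22 genes with 41 probe-sets. At an adjusted p under 0.05, 31.8% of them were differentially expressed in CM-enriched fractions after UV (n = 2 pairs), 5 up-regulated and 2 down-regulated. At 0.005, the level of the study, this was 4.5% (1 gene, down-regulated). The share in cultures of fibroblasts (n = 3 pairs) was 18.2% at either level, 2 genes up and 2 down. After IR and MS limma called none of them.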

### Percentages of up-regulated genes

Figure 4 shows the percentages of differentially expressed genes that were up-regulated after IR or after UV. In several functional groups, including p53 target genes and genes involved in mitosis, a significant percentage of differentially expressed genes was up-regulated (hypergeometric probability P < 0.005). 

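The 10 p53 target genes on the array rose as a list after both kinds of radiation. After IR their median change was 0.69 in CM-enriched fractions (list test, adjusted p = 4.66e-17, and adjusted p = 0.0106 with an estimated correlation between genes) and 0.60 in cultures of fibroblasts (adjusted p = 1.50e-17 and 0.00726), each above 0 in 3 of 3 pairs. After UV it was 0.82 (2 pairs, adjusted p = 1.85e-06 and 0.0424) and 1.08 (3 pairs, adjusted p = 2.19e-08 and 0.0391). Of the 10 genes, 3, 1, 6 and 6 were up-regulated in these comparisons, and 6, 6, 7 and 6 adjusted over the list alone. For IR 1 further gene was lower in each population adjusted over the list alone. The list of 22 genes involved in mitosis fell after IR, by a median of -1.51 in CM-enriched fractions (adjusted p = 1.35e-47, and adjusted p = 0.00726 with an estimated correlation) and -0.85 in cultures of fibroblasts (adjusted p = 3.90e-27 and 0.0129). Of these 13 and 3 were called lower, and 17 and 11 adjusted over the list alone. After UV the mitosis list did not move as a whole: its median was -0.19 in CM-enriched fractions (mean -0.04, adjusted p = 0.938) with 1 gene higher, and 0.00 in cultures of fibroblasts (adjusted p = 0.812) with 2 higher and none lower (1 higher adjusted over the list alone). With the scan as a block the IR changes in CM-enriched fractions gave an adjusted p of 2.17e-22 for p53 targets and 8.35e-44 for mitosis, and with the lot as a block 0.00116 and 1.57e-09. By these blocks the comparison rests on pairs 1 and 2 (scan) and on pair 2 alone (lot), with the spread taken from all groups.

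**Figure D1:**
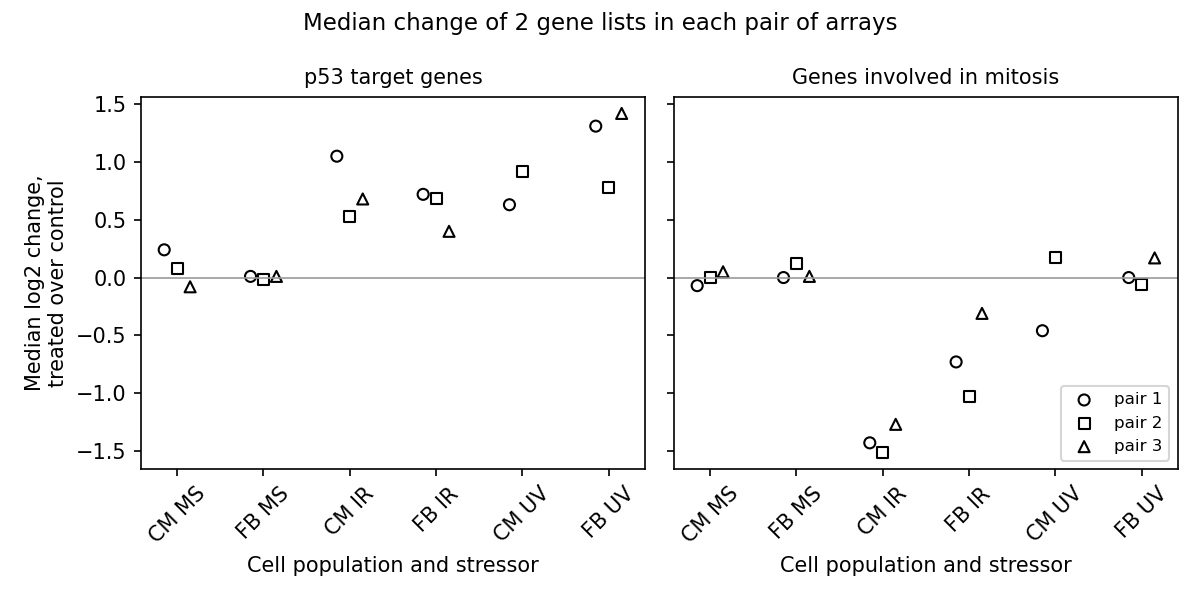
Median log2 change (vertical axis, treated over control) of the 10 p53 target genes and the 22 genes involved in mitosis, with 1 symbol for each pair of arrays, by cell population and stressor (horizontal axis). After IR all pairs lie above 0 for p53 targets (0.40 to 1.05) and below 0 for mitosis (-1.51 to -0.31).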

Other functional groups, including cytoskeletal components and genes involved in cholesterol biosynthesis mainly had down-regulated genes. 

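Genes of the non-muscle cytoskeleton (45 on the array) fell as a list in CM-enriched fractions after UV, with a median change of -0.34 (list test, adjusted p = 0.0122, and adjusted p = 0.0446 with an estimated correlation between genes) and a median of -0.33 and -0.31 in the 2 pairs. Of these, 15 were lower and 2 higher, and 16 and 3 adjusted over the list alone. Cytoplasmic actin, Actg1, fell by 1.31 (SE 0.17, adjusted p = 2.53e-04), the actin-binding calponin Cnn3 by 1.07 (SE 0.13, adjusted p = 1.54e-04) and the intermediate filament protein vimentin by 0.84 (SE 0.14, adjusted p = 0.00115), while the myosin light chain Myl12b rose by 0.92 (SE 0.11, adjusted p = 1.57e-04). In fibroblast cultures (n = 3 pairs) 17 genes were lower and 5 higher, or 18 and 5 adjusted over the list alone, but the list as a whole did not pass (median -0.18, adjusted p = 0.127). The list was not called in CM-enriched fractions without replicate 1 (adjusted p = 0.227) or 2 (adjusted p = 0.131), without a block for the experiment (adjusted p = 0.0932), with a random one (adjusted p = 0.0627) or when arrays were scaled without quantile normalization (adjusted p = 0.152). Vimentin, Vim, was not called without replicate 1 (adjusted p = 0.175). In the same fractions fibroblast markers (25 genes) changed by a median of -0.44 (adjusted p = 3.25e-05, but adjusted p = 0.145 with an estimated correlation), and by -0.31 and -0.55 in the 2 pairs.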

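Across 28 gene lists after MS, limma called no single member of any list, and as a whole 2 lists passed in CM-enriched cultures and none in cultures of fibroblasts (n = 3 pairs each). Markers of endothelial cells (12 genes) were lower in CM-enriched cultures by a median of -0.25, in 3 of 3 pairs (list test, adjusted p = 0.0409, but adjusted p = 0.390 with an estimated correlation between genes). This was not kept when any replicate was left out (adjusted p = 0.110 to 0.273) or without a block for the experiment (adjusted p = 0.152) or with a random one (adjusted p = 0.132), with a higher floor, or with the dimmest 40% of probe-sets left out (adjusted p = 0.131). The other list is that of cholesterol biosynthesis.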

In all 25 functional groups, the hypergeometric probability P of the percentage of up-regulated genes after MS was not below the pre-set threshold of 0.005. Therefore, no significant percentages of up-regulated genes were determined in any of the functional groups after MS (data not shown).

**Figure 4:**
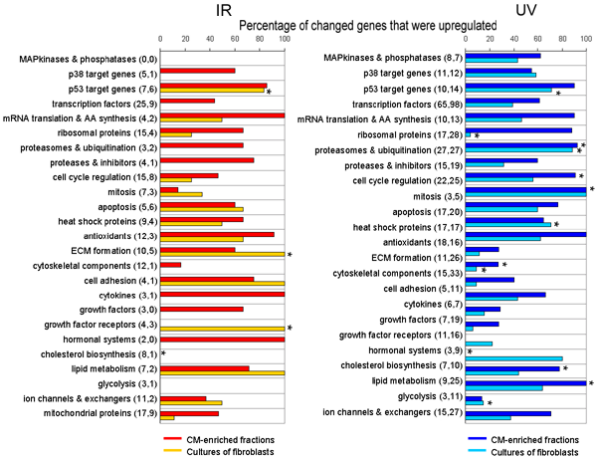
**Percentages of up-regulated genes**. Percentage of changed genes that were up-regulated per functional group after IR or UV. Numbers between brackets represent numbers of differentially expressed genes in CM-enriched fractions and cultures of fibroblasts, respectively. For example, of the 8 MAPkinases and phosphatases that were differentially expressed in CM-enriched fractions after UV, 63% were up-regulated. *Hypergeometric probability P < 0.005

### General stress response genes

Probe-sets that showed an up-regulation or down-regulation after more than one stressor are listed in table 2 (see additional file 2). 

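The IR and UV responses shared 16 probe-sets in CM-enriched fractions (n = 3 and 2 pairs), 10 higher after both (2.15 expected of independent lists) and 6 lower after both (3.18 expected), while 5 changed in opposite directions (5.40 expected). In fibroblast cultures (n = 3 pairs each) 3 probe-sets were higher after both and 1 changed in opposite directions. No probe-set was shared between MS and either kind of radiation, as none was called after MS by limma. Across probe-sets, which are not independent replicates, the changes after IR and UV had a Pearson correlation of 0.14 in CM-enriched fractions, and those after MS one of 0.00 with IR and 0.06 with UV. For cultures of fibroblasts the correlations with MS were 0.09 (IR) and 0.03 (UV), and that of IR with UV was 0.07. The shared count in CM-enriched fractions was 5 without replicate 1 or 3 and 1 without replicate 2, 5 without a block for the experiment, and 10 and 9 with the scan and the lot as a block. In fibroblast cultures none was shared without replicate 1 or 2.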

The overlap in responsive genes between IR and UV was larger than the overlap between MS and one of the radiation types. Both after IR and UV, several genes that are known to play a central role in the radiation response of cells, including p21, GADD153 and mdm2, were up-regulated. These genes were not up-regulated after MS. 

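The cyclin-dependent kinase inhibitor p21 (Cdkn1a) rose after IR in CM-enriched fractions by 1.73 (SE 0.23, adjusted p = 0.00247, 3 of 3 pairs) and after UV by 2.28 (SE 0.28, adjusted p = 1.67e-04, 2 of 2 pairs). The rise in cultures of fibroblasts after UV was 3.20 (SE 0.23, adjusted p = 8.29e-07). In fibroblast cultures after IR its change of 1.18 (SE 0.23) did not pass (adjusted p = 0.0863), but passed with a pseudocount in place of the floor, with a random block and with the dimmest 40% of probe-sets left out. Its other probe-set gave 1.21 (adjusted p = 0.0713) and 0.70 (adjusted p = 0.649) after IR. The p53 ubiquitin ligase mdm2 rose in all of these comparisons through the brightest of its 4 probe-sets: by 1.08 (SE 0.13, adjusted p = 0.00176) and 1.12 (SE 0.13, adjusted p = 0.0112) after IR in CM-enriched fractions and cultures of fibroblasts, and by 2.41 (SE 0.16) and 2.49 (SE 0.13, adjusted p = 9.98e-08) after UV. The other 3 did not pass after IR: probe-set AA875509 changed by 0.69 (adjusted p = 0.321) and 1.43 (adjusted p = 0.0734), AA108308_s by 0.14 (adjusted p = 0.927) and 0.33 (adjusted p = 0.828), and AA108308_i by 0.00. After UV AA875509 rose by 2.50 (SE 0.31) and 2.76 (SE 0.26), while AA108308_s (0.48, adjusted p = 0.217, and 0.41, adjusted p = 0.184) and AA108308_i (0.00) did not pass. GADD153 (Ddit3), a transcription factor of stress-induced growth arrest, rose in CM-enriched fractions after UV (1.63, SE 0.18, adjusted p = 7.61e-05), more than in cultures of fibroblasts by 1.75 (SE 0.23, adjusted p = 0.00114). Its change was -0.12 in cultures of fibroblasts after UV (adjusted p = 0.709), and after IR 0.65 in CM-enriched fractions (adjusted p = 0.0713, 3 of 3 pairs, past the test with the dimmest 40% of probe-sets left out) and 0.01 in cultures of fibroblasts (adjusted p = 1). Cyclin G1 (Ccng1), a p53 target, rose after IR in CM-enriched fractions by 0.71 (SE 0.09). Ephx1, an epoxide hydrolase, and Abcb1b rose after IR in both populations: Ephx1 by 2.19 (SE 0.15, adjusted p = 3.31e-05) and 1.49 (SE 0.15, adjusted p = 0.00248), Abcb1b by 1.85 (SE 0.19, adjusted p = 7.87e-04) and 1.25 (SE 0.19, adjusted p = 0.0386). After IR in CM-enriched fractions these calls were lost without replicate 1 for Cdkn1a (adjusted p = 0.187), Mdm2 (0.156) and Abcb1b (0.0604), without replicate 2 for Cdkn1a (0.0671), Mdm2 (0.119), Abcb1b (0.0697) and Ephx1 (0.0532), and for Ccng1 whichever replicate was left out (0.0638 to 0.131) or with the lot as a block (0.198). In fibroblast cultures they were lost without replicate 1 and 2 for Mdm2 (adjusted p = 0.671 and 0.360) and Ephx1 (0.0520 and 0.422), and for Abcb1b whichever replicate was left out (0.164 to 0.492). Without a block for the experiment Abcb1b was not called after IR (adjusted p = 0.376 in CM-enriched fractions and 1 in cultures of fibroblasts, where it was 0.531 with a random block), and Cdkn1a was not called after UV in CM-enriched fractions without replicate 1 (adjusted p = 0.0619).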

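After MS the change of Cdkn1a was 0.08 (SE 0.23) in CM-enriched cultures and 0.16 (SE 0.23) in cultures of fibroblasts, that of Mdm2 0.23 (SE 0.13) and 0.03 (SE 0.13), and that of Ddit3 -0.09 (SE 0.15) in both, each with n = 3 pairs and an adjusted p of 1. For the 10 p53 target genes as a list the median change after MS was 0.08 in CM-enriched cultures (list test, adjusted p = 0.493) and 0.01 in cultures of fibroblasts (adjusted p = 0.938). Limma called none of these genes after MS.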

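After IR no gene among 45 of the non-muscle cytoskeleton passed in limma, in CM-enriched fractions (n = 3 pairs, median change -0.01, list test, adjusted p = 0.593) or in cultures of fibroblasts (n = 3 pairs, median -0.03, adjusted p = 0.493). Adjusted over the list alone 2 were higher in CM-enriched fractions and none was lower. The tubulins Tuba1b (-0.31, SE 0.08, adjusted p = 0.135) and Tubb5 (-0.31, SE 0.10, adjusted p = 0.262) and the actin regulator profilin, Pfn1 (-0.30, SE 0.11, adjusted p = 0.308), were among the smallest p values in CM-enriched fractions, together with keratin Krt8 (1.17, SE 0.44, adjusted p = 0.338). In fibroblast cultures the membrane linker ezrin, Ezr, changed by -0.26 (SE 0.10, adjusted p = 0.641).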

A striking large proportion of genes encoding cytoskeletal components were down-regulated both after IR and UV.

### Validation of microarray results by semi-quantitative PCR

Gene expression changes detected using microarrays were validated by semi-quantitative PCR, using RNA from CM-enriched cultures at 24 hours after MS. 

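Tenascin C (Tnc), a matrix glycoprotein of tissue remodelling, is measured by 3 probe-sets. In CM-enriched cultures after MS (n = 3 pairs) they gave changes of 1.28 (SE 0.35, adjusted p = 0.852, 0.80 to 1.98 over the pairs), 0.44 (SE 0.29, adjusted p = 1) and, for the brightest, -0.08 (SE 0.25, adjusted p = 1). The 2 probe-sets of biglycan (Bgn), a small proteoglycan, gave 0.23 (SE 0.12, higher in 3 of 3 pairs) and 0.28 (SE 0.18), both with an adjusted p of 1. None of these passed the test over all probe-sets.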

The increased gene expression of Tenascin C and biglycan were confirmed with PCR in two independent experiments. In these two experiments, Tenascin C gene expression increased 1.59 and 1.64 times, respectively. Biglycan gene expression increased 1.42 and 1.25 times, respectively. Figure 5 shows a representative result of the Tenascin C PCR.

**Figure 5:**
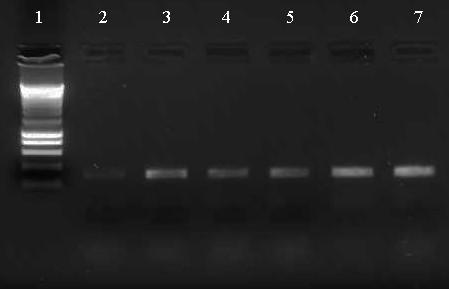
**Representative result of the Tenascin C PCR **Total RNA was isolated from CM-enriched cultures at 24 hours after MS or control treatment. After cDNA synthesis, semi-quantitative PCR was used to determine Tenascin C gene expression. Lane 1: smart ladder; lane 2: negative control; lane 3: positive control; lanes 4 and 5: CM-enriched after control treatment; lanes 6 and 7: CM-enriched after MS.

## Discussion

In this study, a linear model was used to describe GeneChip PM probe signals and to determine effects of three types of stressors on gene expression in two neonatal rat heart cell populations, consisting of CM that are known to be terminally differentiated cells and fibroblasts that still have the capacity to undergo mitosis. Several studies have shown a good correlation between Affymetrix GeneChip data and RT-PCR [16] or Northern-blot [19,20]. In a previous study neonatal rat CM-enriched cultures and cultures of neonatal rat cardiac fibroblasts were irradiated with a single dose of 8.5 Gy and some mRNA transcripts were quantified by competitive PCR [21]. 

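In fibroblast cultures 24 h after 8.5 Gy (n = 3 pairs), the change of Tgfb1 was 0.41 (SE 0.24, adjusted p = 0.817, higher in 3 of 3 pairs). The growth factor Fgf2 has 2 probe-sets, with changes of 0.14 (SE 0.39, adjusted p = 1) and 0.24 (SE 0.25, adjusted p = 0.975). For the chains of collagen type I, the 4 probe-sets of Col1a1 changed by 0.01 to 0.13 (adjusted p = 0.825 to 1) and Col1a2 by 0.00 (SE 0.09, adjusted p = 1).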

In accordance with the present study, no significant changes in gene expression of transforming growth factor-β1 (TGF-β1), fibroblast growth factor-2 (FGF-2) and collagen type I were determined at 24 h after IR in cultures of cardiac fibroblasts. Moreover, no significant IR-induced changes were determined in gene expression of atrial natriuretic peptide (ANP) in CM-enriched cell populations in both the latter and the present study. On the other hand, CM-enriched cultures showed a reduced TGF-β1 expression (by PCR) at 24 h after 8.5 Gy, which was not observed in the present study. This might be due to differences in experimental design between the two studies, as in the former study CM-enriched cultures were obtained by incubation with bromodeoxyuridine to prevent fibroblast proliferation. Also, during and after irradiation, the cells were incubated in higher serum concentration than used in the present study.

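Atrial natriuretic peptide (Nppa) is a hormone of atrial and stressed ventricular myocytes. In CM-enriched fractions after IR (n = 3 pairs) its 4 probe-sets changed by -0.06 to -0.02, with an adjusted p of 0.916 to 1.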

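The change of Tgfb1 in CM-enriched fractions after IR was -0.11 (SE 0.24, adjusted p = 0.998, n = 3 pairs, from -0.45 to 0.10 over the pairs).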

Here, differences between the two cell populations are observed in the predominant type of gene expression response, i.e. up-regulation versus down-regulation. After all three stressors, differentially expressed genes were mostly up-regulated (q < 0.005) in CM-enriched fractions, while in cultures of fibroblasts the majority of changed genes were down-regulated. 

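Among probe-sets past an adjusted p of 0.05, 51.4% were up-regulated after UV in CM-enriched fractions (n = 2 pairs) and 51.1% in cultures of fibroblasts (n = 3 pairs). When arrays were scaled without quantile normalization, more were lower than higher after UV: 915 against 660 in CM-enriched fractions and 1075 against 879 in cultures of fibroblasts. Without a block for the experiment more were higher (465 against 348, and 614 against 586). More were also higher with a random block (743 against 600, and 932 against 860), so the balance depends on the setting. After IR, with few probe-sets called, the up-regulated shares were 39.1% and 42.9% (n = 3 pairs each). At 0.005, the level of the study, 281 probe-sets were up-regulated and 310 down-regulated in CM-enriched fractions after UV, 540 and 625 in cultures of fibroblasts, 11 and 15 in CM-enriched fractions after IR, and 1 and 0 in cultures of fibroblasts. The change differed between the populations for 555 probe-sets after UV, 317 with a higher value in CM-enriched fractions. These include Cyp7b1 (difference 4.26, adjusted p = 1.75e-04), an oxysterol hydroxylase, the adhesion phosphatase Ptprm (2.31, adjusted p = 8.33e-04) and, in the other direction, Gbp2 (-2.38, adjusted p = 0.0104) and Abcb1b (-1.74, adjusted p = 0.00596). Of these differences Ptprm was lost without a block (adjusted p = 0.201) or replicate 2 (adjusted p = 0.0524), and Gbp2 and Abcb1b without a block (adjusted p = 0.641 and 0.551), with a random one (adjusted p = 0.286 and 0.194) or without replicate 2 (adjusted p = 0.0841 and 0.140) or 3 (adjusted p = 0.112 and 0.0713). Without replicate 1, 2 or 3 the count of 555 was 138, 336 and 233, and without a block for the experiment it was 78. The paper raises the possibility that remaining fibroblasts stimulate gene transcription of the CM, which would give more up-regulated genes.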

After MS, these differences were most pronounced. Paracrine signalling is involved in the response of CM and cardiac fibroblasts in co-cultures subjected to MS [22]. In the CM-enriched cultures used in this study, remaining fibroblasts might stimulate gene transcription of the CM, resulting in higher numbers of up-regulated genes. It cannot be excluded that differences in level of toxicity between the three stressors applied in this study caused differences in gene expression levels.

Of the three stressors examined in this study, both IR and UV are known to induce oxidative stress. Accordingly, both stressors induced high numbers of up-regulated genes involved in anti-oxidative processes. 

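Antioxidant and glutathione enzymes (38 genes) rose as a list in CM-enriched fractions, by a median of 0.13 after IR (list test, adjusted p = 0.00755, n = 3 pairs) and 0.31 after UV (adjusted p = 0.00206, 2 pairs), but with an estimated correlation between genes neither passed (adjusted p = 0.288 and 0.230). After UV 11 members were higher and 1 lower, or 12 and 1 adjusted over the list alone. Heme oxygenase, Hmox1, rose by 1.80 (SE 0.17, adjusted p = 2.93e-05), the glutathione transferase Gstt2 by 1.34 (SE 0.18, adjusted p = 2.92e-04), the quinone reductase Nqo1 by 1.56 (SE 0.29, adjusted p = 0.00265) and thioredoxin reductase, Txnrd1, by 0.65 (SE 0.12, adjusted p = 0.00222). In fibroblast cultures after UV (n = 3 pairs) 14 were higher and 3 lower, or 15 and 3 adjusted over the list alone, though the list did not pass (median 0.23, adjusted p = 0.0986). There the glutathione synthesis enzyme Gclc rose by 1.68 (SE 0.24, adjusted p = 2.46e-04) and Hmox1 by 0.95 (SE 0.14), while Mgst3 fell by 1.26 (SE 0.15, adjusted p = 6.43e-05). After IR limma called no member in either population, and 1 higher in CM-enriched fractions adjusted over the list alone. Those of Gsta1 (0.78, SE 0.24, adjusted p = 0.220) and Mgst1 (0.42, SE 0.14, adjusted p = 0.244) were among the smallest p values there. In cultures of fibroblasts the median was 0.00 and the mean -0.01 (adjusted p = 0.851). The list was not called after UV in CM-enriched fractions without replicate 2 (adjusted p = 0.0709), nor after IR with the lot as a block (adjusted p = 0.324), and with the scan as a block it stood at 0.0168. Nqo1 was not called without replicate 2 (adjusted p = 0.185), and Txnrd1 in CM-enriched fractions neither without replicate 1 (adjusted p = 0.160) nor without a block for the experiment (adjusted p = 0.134). Without that block Hmox1 was not called in cultures of fibroblasts (adjusted p = 0.171).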

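The inducible heat shock protein Hspa1a rose after UV in CM-enriched fractions by 2.61 (SE 0.42, adjusted p = 0.00117, 2 of 2 pairs) and in cultures of fibroblasts (adjusted p = 6.99e-06, 3 of 3 pairs), with no difference between the populations past the test (-1.09, adjusted p = 0.294). In CM-enriched fractions the 70 kDa family member Hspa13 rose by 1.72 (SE 0.36, adjusted p = 0.00583) and the co-chaperone Dnajb5 fell by 1.08 (SE 0.25, adjusted p = 0.0102). In fibroblast cultures the nucleotide exchange factor Hsph1 rose by 1.01 (SE 0.12, adjusted p = 6.22e-05) and the HSP90-binding Chordc1 by 1.13 (SE 0.15, adjusted p = 9.96e-05). After IR limma called none of 30 genes of heat shock proteins and chaperones in either population (n = 3 pairs each), and none adjusted over the list alone. Their median change after IR was -0.00 in CM-enriched fractions (list test, adjusted p = 0.783) and -0.05 in cultures of fibroblasts (adjusted p = 0.688). The smallest p values after IR were those of Chordc1 (0.45, SE 0.15, adjusted p = 0.261) and the endoplasmic reticulum chaperone Hspa5 (0.29, SE 0.10, adjusted p = 0.278) in CM-enriched fractions and of Hsph1 (0.36, SE 0.12, adjusted p = 0.582) in cultures of fibroblasts. Without replicate 1 or 2, Hspa1a (adjusted p = 0.0924 and 0.0602) and Hspa13 (adjusted p = 0.112 and 0.0886) were not called in CM-enriched fractions, nor Dnajb5 without replicate 1 (adjusted p = 0.262) or 3 (adjusted p = 0.0554) or without a block for the experiment (adjusted p = 0.0866).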

The high percentages of up-regulated genes encoding heat shock proteins in both cell populations after IR and UV might indicate oxidative stress induced protein damage in these cells. In comparison, after MS only few genes encoding heat shock proteins were up-regulated in either cell population.

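After MS limma called none of the 30 genes of heat shock proteins and chaperones in either population (n = 3 pairs each), with a median change of -0.01 in CM-enriched cultures (list test, adjusted p = 0.702) and -0.03 in cultures of fibroblasts (adjusted p = 0.558). The smallest p values in CM-enriched cultures were those of the small heat shock protein Cryaa (0.71, SE 0.26) and Hspa1l (-0.73, SE 0.31), both with an adjusted p of 1, and in cultures of fibroblasts that of the co-chaperone Dnaja4 (-0.46, SE 0.17, adjusted p = 0.857).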

Heinloth et al. (2003) proposed a model for the regulation of several gene expression patterns after IR and UV in human dermal fibroblasts, based on microarray analysis. The general view that p53 plays a central role in signal transduction after IR and UV was confirmed in their study. Moreover, IR down-regulated the expression of genes involved in mitosis. UV, on the other hand, induced the expression of genes involved in protein degradation and the MAPK pathway [23]. The latter data are in accordance with the data of the present study, showing that UV did affect genes participating in the MAPK pathway (although not significantly) in both cell populations, but IR did not. Moreover, in CM-enriched fractions, IR resulted in a down-regulation of a large percentage of genes involved in mitosis. 

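In a list of 25 MAP kinases and phosphatases, 3 genes were up-regulated and 2 down-regulated in CM-enriched fractions after UV (n = 2 pairs), or 5 and 3 adjusted over the list alone. The stress-activated kinase Mapkapk3 rose by 0.91 (SE 0.19, adjusted p = 0.00564), Map3k1, which acts upstream of JNK, by 0.76 (SE 0.19, adjusted p = 0.0168) and Mapk6 by 0.66 (SE 0.15, adjusted p = 0.00902). The phosphatase Dusp1 fell by 1.67 (SE 0.39, adjusted p = 0.0123). In fibroblast cultures (n = 3 pairs) 2 were up-regulated and 1 down-regulated, also adjusted over the list alone. The ERK phosphatases Dusp6 (2.15, SE 0.19, adjusted p = 4.07e-06) and Dusp5 (1.23, SE 0.15, adjusted p = 7.33e-05) rose there and Map2k5 fell (-1.58, SE 0.21, adjusted p = 1.28e-04), and the change of Dusp6 differed from that in CM-enriched fractions by -1.88 (adjusted p = 0.00306, but adjusted p = 0.0792 without replicate 1). As a whole the list did not move after UV, with a median of -0.01 (adjusted p = 0.812) and 0.01 (adjusted p = 0.710). After IR limma called no member, and the median was -0.07 in CM-enriched fractions (adjusted p = 0.215) and 0.03 in cultures of fibroblasts (adjusted p = 0.984). In CM-enriched fractions Dusp1 was not called without replicate 1 (adjusted p = 0.414) or 2 (adjusted p = 0.0696), Mapkapk3 and Mapk6 likewise (adjusted p = 0.107 and 0.111, and 0.109 and 0.193), and Map3k1 whichever replicate was left out (adjusted p = 0.0697 to 0.124). Without a block for the experiment Map3k1 (adjusted p = 0.258) and Dusp1 (adjusted p = 0.0675) were not called, nor was Map3k1 with a random block (adjusted p = 0.0813).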

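In CM-enriched fractions after IR (n = 3 pairs) DNA topoisomerase II alpha, Top2a, which separates sister chromatids, fell by 2.24 (SE 0.25, adjusted p = 9.21e-04) and the cytokinesis regulator Racgap1 by 1.85 (SE 0.22, adjusted p = 0.00155). Cdc20, the activator of the anaphase-promoting complex, fell by 1.82 (SE 0.17, adjusted p = 4.00e-04) and the mitotic kinase Cdk1 by 1.72 (SE 0.21, adjusted p = 0.00182), each in 3 of 3 pairs. In fibroblast cultures (n = 3 pairs) Racgap1 fell by 1.51 (SE 0.22), Cdc20 by 1.11 (SE 0.17) and Top2a by 1.65 (SE 0.25), each with an adjusted p of 0.0386. For Top2a these are 2 probe-sets: Z19552, which fell by 2.24 in CM-enriched fractions, changed by -0.26 in cultures of fibroblasts (adjusted p = 0.954), and AA899854, which fell by 1.65 there, fell by 1.85 in CM-enriched fractions (adjusted p = 0.00329). The third, D14045, gave -2.19 (adjusted p = 0.0457) and -0.93 (adjusted p = 0.749). As a list, mitosis genes fell more in CM-enriched fractions, with a median difference of -0.33 (list test of the difference, adjusted p = 3.94e-04, but adjusted p = 0.474 with an estimated correlation between genes). That difference was also lost with the dimmest 40% of probe-sets left out (adjusted p = 0.105), without replicate 3 (adjusted p = 0.0650) and with the lot as a block (adjusted p = 0.126). Beside these changes, markers of fibroblasts (25 genes) had a mean log2 level of 9.75 (SD 0.14) in irradiated and 9.60 (SD 0.23) in control CM-enriched fractions. After IR in CM-enriched fractions Top2a and Racgap1 were not called without replicate 1 or 2 (adjusted p = 0.0792 to 0.108). Nor were Cdk1 whichever replicate was left out (adjusted p = 0.0638 to 0.116) and Cdc20 without replicate 2 (adjusted p = 0.0532). In fibroblast cultures Racgap1, Cdc20 and Top2a were lost whichever replicate was left out (adjusted p = 0.0802 to 0.832, 0.211 to 0.422 and 0.113 to 0.844). With a higher floor they were lost too (Racgap1 and Cdc20 at an adjusted p of 0.103, Top2a at 0.0506), and Cdc20 with a random block (0.0720) or a pseudocount (0.0957). Without a block for the experiment Cdc20 (adjusted p = 0.790) and Top2a (adjusted p = 0.184) were not called in cultures of fibroblasts. The paper reasons that an expression of mitotic genes can be expected in neonatal CM, which are close to foetal cells.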

Several genes, involved in cell cycle regulation and mitosis are expressed in foetal cardiac myocytes and down-regulated in adult myocytes, in accordance with their terminal differentiation [24,25]. Due to the close relation between foetal and neonatal cells, an expression of mitotic genes in the neonatal CM used in this study can be expected.

The high numbers of up-regulated genes involved in ubiquitination and protein degradation in both cell populations after UV are also in accordance with the study of Heinloth et al. (2003) and with other studies on cultured cells after UV [20]. These results might reflect the need of cells to replace molecules that were damaged by UV irradiation, although the proteasome is also proposed to play a role in several cellular processes, including DNA-repair, cell cycle regulation and cell survival after irradiation [26].

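Genes of the proteasome and of ubiquitination (42 on the array) rose as a list after UV in both populations. In CM-enriched fractions their median change was 0.35 (2 pairs, list test, adjusted p = 1.21e-05, and adjusted p = 0.0151 with an estimated correlation between genes), with 18 higher and 1 lower, or 19 and 1 adjusted over the list alone. In fibroblast cultures it was 0.50 (3 pairs, adjusted p = 2.10e-07 and 0.0129), with 23 higher and 1 lower, or 24 and 2 adjusted over the list alone. The median difference of -0.15 between the populations did not pass (adjusted p = 0.320). Psme2, a subunit of the proteasome activator, rose 2.82-fold (adjusted p = 1.15e-04) in CM-enriched fractions and by a log2 value of 2.02 (SE 0.14, adjusted p = 8.19e-07) in cultures of fibroblasts. The ATPase subunit Psmc4 rose by 0.38 (SE 0.06, adjusted p = 0.00105) and 1.00 (SE 0.05, adjusted p = 5.11e-08). Its relatives Psmc1 and Psmc2 rose in cultures of fibroblasts by 1.27 (SE 0.08) and 1.18 (SE 0.11). The core subunit Psma1 rose by 0.79 (SE 0.15, adjusted p = 0.00285) in CM-enriched fractions. Psmc4 rose less in CM-enriched fractions than in cultures of fibroblasts (difference -0.61, adjusted p = 9.13e-04), as did Psmc1 (-0.76, adjusted p = 0.00496). These differences were lost without a block for the experiment (adjusted p = 0.0869 and 0.0636), and that of Psmc1 without replicate 1 or 2 (adjusted p = 0.0997 and 0.0895). After IR the list did not move past the test, with a median of 0.02 in CM-enriched fractions (adjusted p = 0.900) and -0.10 in cultures of fibroblasts (adjusted p = 0.0986). In CM-enriched fractions Psma1 was not called without replicate 1 (adjusted p = 0.0674) and Psmc4 without replicate 2 (adjusted p = 0.0723).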

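The 15 genes of cholesterol biosynthesis had a median change of 0.05 in CM-enriched cultures after MS, between 0.02 and 0.08 in the 3 pairs (list test, adjusted p = 0.0363, but adjusted p = 0.162 with an estimated correlation between genes). Limma called none of them, nor any adjusted over the list alone. The largest changes, each above 0 in 3 of 3 pairs and each with an adjusted p of 1, were those of the isomerase Idi1 (0.50, SE 0.19), the lanosterol demethylase Cyp51 (0.31, SE 0.12), lanosterol synthase, Lss (0.22, SE 0.12), and squalene epoxidase, Sqle (0.18, SE 0.11). In fibroblast cultures after MS (n = 3 pairs) the median was -0.01 (adjusted p = 0.812), and the median difference between the populations of 0.11 did not pass (adjusted p = 0.145). The list was lost whichever replicate was left out (adjusted p = 0.0854 to 0.220), without a block for the experiment (adjusted p = 0.674), with a random one (adjusted p = 0.611) or with the dimmest 40% of probe-sets left out (adjusted p = 0.0632).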

In CM-enriched cultures, MS led to a relatively high proportion of up-regulated genes that are involved in cholesterol biosynthesis. Among these genes, expression of 3-hydroxy-3-methylglutaryl-Coenzyme A reductase, which forms the starting enzyme of the mevalonate pathway and is considered to be the key enzyme in cholesterol biosynthesis, was up-regulated. This suggests that in neonatal rat cardiac myocytes cholesterol biosynthesis is stimulated after MS. 

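HMG-CoA reductase has 2 probe-sets. In CM-enriched cultures after MS (n = 3 pairs) the brighter one changed by 0.39 (SE 0.16, 0.31 to 0.51 over the pairs) and the other by -0.05 (SE 0.22), both with an adjusted p of 1. In fibroblast cultures after MS they changed by -0.02 (SE 0.16) and -0.04 (SE 0.22), also with an adjusted p of 1. From earlier studies of hypertrophic myocytes and hearts the paper raises the possibility that more cholesterol biosynthesis after MS accompanies hypertrophy of the CM.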

Neonatal rat heart myocytes that undergo hypertrophy in culture show an increased biosynthesis and intracellular accumulation of cholesterol [27]. Moreover, the mevalonate pathway has been proposed to play a role in Ras activation in neonatal rat cardiac myocytes subjected to MS in culture, leading to hypertrophy [28]. *In vivo *hypertrophy of the heart is also associated with elevated myocardial cholesterol contents [29]. An increased cholesterol biosynthesis in cardiac myocytes that undergo MS might therefore accompany a hypertrophic response of these cells. However, of the three foetal genes that are known to be re-expressed in hypertrophic myocytes, i.e. smooth muscle alpha-actin, ANP and beta-myosin heavy chain, only the last gene was up-regulated at the time point of investigation. In contrast to MS, IR and UV led to a down-regulation of genes involved in cholesterol biosynthesis in CM-enriched fractions. 

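In CM-enriched cultures after MS (n = 3 pairs) the 2 probe-sets of beta-myosin heavy chain (Myh7) changed by 0.07 (SE 0.15) and 0.24 (SE 0.18), each above 0 in 3 of 3 pairs. The 4 probe-sets of Nppa changed by -0.14 to 0.16 and those of smooth muscle alpha-actin (Acta2) by 0.03 (SE 0.11), 0.07 (SE 0.21) and 0.23 (SE 0.18). All of these have an adjusted p of 1. A list of 7 fetal genes of hypertrophy had a median change of 0.02 (list test, adjusted p = 0.938) and no member called by limma.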

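In CM-enriched fractions the list of 15 genes of cholesterol biosynthesis had a median change of -0.34 after IR, between -0.38 and -0.26 in 3 of 3 pairs (list test, adjusted p = 9.21e-09, and adjusted p = 0.00726 with an estimated correlation between genes). After UV the median was -0.59, and -0.93 and -0.72 in the 2 pairs (adjusted p = 9.18e-10 and 0.0129). In the same UV-treated fractions fibroblast markers had a mean log2 level of 8.57 (SD 0.26), against 8.90 (SD 0.39) in controls, and 6 of the 15 genes have a control level not over 0.5 below that in cultures of fibroblasts. After UV 8 genes were lower, or 8 lower and 1 higher adjusted over the list alone. After IR no gene was called by the rule over all its probe-sets and 8 were lower adjusted over the list alone. The farnesyl diphosphate synthase Fdps, whose product leads to sterols and to prenylated proteins, fell by 1.71 after UV (SE 0.05, adjusted p = 5.98e-09) and by 0.33 after IR (SE 0.04, adjusted p = 0.00317). Squalene synthase, Fdft1, fell by 0.95 (SE 0.11, adjusted p = 8.77e-05) and 0.46 (SE 0.09, adjusted p = 0.0341), and mevalonate kinase, Mvk, and Msmo1 fell after UV by 1.77 (SE 0.24, adjusted p = 3.81e-04) and 0.84 (SE 0.12, adjusted p = 4.02e-04). HMG-CoA reductase has no gene symbol in the probe table and is not among the 15 genes. It did not pass in CM-enriched fractions (brighter probe-set -0.62 after IR, adjusted p = 0.141, and -0.36 after UV, adjusted p = 0.284). In fibroblast cultures (n = 3 pairs) the median was 0.02 after IR (adjusted p = 0.710) and 0.48 after UV (adjusted p = 0.0538), with 7 genes higher after UV, and 7 adjusted over the list alone. There the brighter probe-set of HMG-CoA reductase rose by 0.92 (SE 0.16, adjusted p = 0.00122; 0.27, adjusted p = 0.481, for the other), Idi1 by 1.17 (SE 0.19, adjusted p = 6.29e-04) and Cyp51 by 0.53 (SE 0.12, adjusted p = 0.00502), and without replicate 2 HMG-CoA reductase stood at an adjusted p of 0.0712. The difference between the populations was -0.31 after IR (adjusted p = 1.56e-06, and 0.0269 with an estimated correlation) and -1.09 after UV (adjusted p = 1.03e-22 and 0.00136). Without a block for the experiment the list in CM-enriched fractions did not pass after IR (adjusted p = 0.0919) or UV (adjusted p = 0.109), nor with a random one (adjusted p = 0.0524 and 0.0724). The difference after IR was lost in these as well (adjusted p = 0.394 and 0.271). With the scan and the lot as a block the IR change stood at 6.95e-09 and 0.00314, the latter from pair 2 alone. The calls of Fdps and Fdft1 after IR in CM-enriched fractions were lost whichever replicate was left out (adjusted p = 0.0831 to 0.169 and 0.230 to 0.263), without a block (adjusted p = 1) or with the lot as a block (adjusted p = 0.133 and 0.624), and Fdft1 with the scan as a block (adjusted p = 0.195). They were also lost with a random block (adjusted p = 0.881 and 0.813), Fdps with arrays only scaled (adjusted p = 0.148), and Fdft1 with a pseudocount (adjusted p = 0.0511) or with the dimmest 40% of probe-sets left out (adjusted p = 0.0684). After UV Mvk and Msmo1 were not called there without replicate 1 (adjusted p = 0.0671 and 0.106), nor Fdft1 and Msmo1 without a block (adjusted p = 0.348 and 0.455) or with a random one (adjusted p = 0.130 and 0.201). The calls in cultures of fibroblasts were lost for Idi1 and Cyp51 without a block (adjusted p = 0.391 and 0.646) or with a random one (adjusted p = 0.145 and 0.380) and for Cyp51 without replicate 3 (adjusted p = 0.102).

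**Figure D2:**
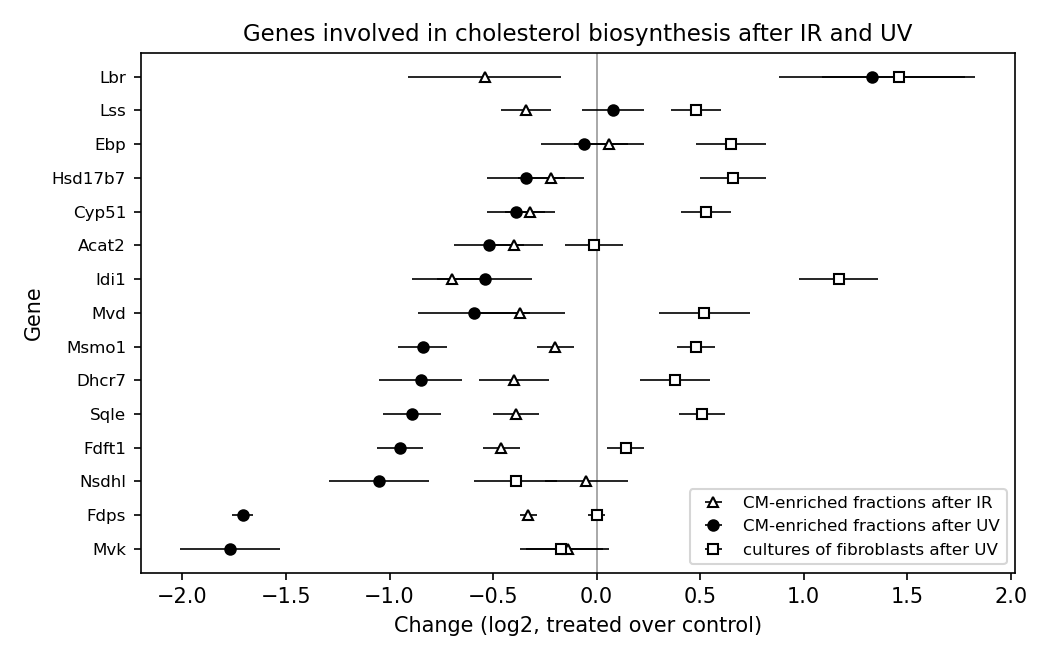
Log2 change (horizontal axis, treated over control) of each of the 15 genes of cholesterol biosynthesis (vertical axis) in CM-enriched fractions after IR and UV and in cultures of fibroblasts after UV, 1 symbol for each comparison, with bars of 1 SE. In CM-enriched fractions after UV the genes lie between -1.77 (Mvk) and 1.33 (Lbr), and in cultures of fibroblasts between -0.39 (Nsdhl) and 1.46 (Lbr).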

In previous studies, alterations in cholesterol contents of cardiac myocytes and fibroblasts were associated with alterations in protein to DNA ratios, levels of several enzymes including ATPases and phosphatases, and diffusion rates of membrane proteins [30-32]. Moreover, a decrease in beating rate observed in aging cultures of CM was opposed by increased membrane amounts of cholesterol [33]. The role of cholesterol biosynthesis in the cellular functions of cardiac cells after MS, IR or UV needs further investigation.

Higher numbers of differentially expressed genes involved in ECM formation, including genes encoding collagens, fibronectin and laminin, were determined in CM-enriched cultures after MS than in cultures of fibroblasts. 

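Of 47 genes of the extracellular matrix, limma called none in CM-enriched cultures after MS (n = 3 pairs), nor any adjusted over the list alone, and the list had a median change of 0.07 (list test, adjusted p = 0.143). The largest changes, each above 0 in 3 of 3 pairs and with an adjusted p of 1, were those of the collagens Col12a1 (0.52, SE 0.28) and Col5a2 (0.23, SE 0.09) and of nidogen, Nid1 (0.52, SE 0.28). Collagen Col1a1 (brightest probe-set) changed by 0.14 (SE 0.17) and fibronectin, Fn1, by 0.12 (SE 0.10, adjusted p = 1), while its other 4 probe-sets changed by 0.31 to 0.47. The change differed from that in cultures of fibroblasts by a median of 0.06 (list test of the difference, adjusted p = 0.306). The paper names remaining fibroblasts, stimulated by the CM, as a possible source of altered matrix genes in these cultures.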

As mentioned before, paracrine signalling between CM and remaining fibroblasts might play a role in cellular responses in these CM-enriched cultures. Alterations in expression of genes involved in ECM formation might originate from remaining fibroblasts after stimulation by CM. Interestingly, MS does not affect the expression of these genes in cultures of fibroblasts, which suggests that paracrine signalling from CM is necessary for alterations in expression profiles of genes involved in ECM formation in fibroblasts.

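In fibroblast cultures after MS (n = 3 pairs) the 47 genes of the extracellular matrix had a median change of 0.01 (list test, adjusted p = 0.790). None was called by limma over all probe-sets, and 1 was lower adjusted over the list alone. The matrix protein vitronectin, Vtn, whose fall in these cultures is given above, shared the smallest adjusted p of this comparison in limma (0.168). Versican, Vcan, changed by 0.26 (SE 0.13, adjusted p = 0.953). Col1a1 changed by 0.06 (SE 0.17), Col1a2 by -0.04 (SE 0.09), fibronectin, Fn1 (brightest probe-set), by 0.01 (SE 0.10) and the collagen cross-linking enzyme Lox by 0.12 (SE 0.11). The last 4 have an adjusted p of 1. For the other probe-sets of Fn1, the change in CM-enriched cultures minus that in cultures of fibroblasts was -0.32 to 0.18 (SE 0.44 to 0.68).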

The down-regulated genes encoding cytoskeletal components in cultures of fibroblasts after IR and UV, including myosin and troponin, are mostly CM-specific. Therefore, these genes are likely to originate from remaining CM in the fibroblast cultures, although their numbers were low (3–5%). 

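Genes of the sarcomere (26 on the array) fell as a list in cultures of fibroblasts after UV by a median of -0.79, below 0 in 3 of 3 pairs (list test, adjusted p = 2.55e-09, and adjusted p = 0.0106 with an estimated correlation between genes). Of these 17 were lower and none higher, or 17 lower and 1 higher adjusted over the list alone. Cardiac alpha-actin, Actc1, fell by 2.57 (SE 0.10, adjusted p = 1.58e-08), cardiac troponin I, Tnni3, by 1.41 (SE 0.11, adjusted p = 1.41e-06), and tropomyosin, Tpm1, by 1.39 (SE 0.12, adjusted p = 2.99e-06). Myh7 fell by 1.10 (SE 0.15, adjusted p = 1.69e-04) and the Z-disc protein Csrp3 to 0.353 of control (adjusted p = 2.86e-07). The mean log2 level of the 26 genes was 7.13 (SD 0.17) in untreated and 6.39 (SD 0.08) in UV-treated cultures of fibroblasts, against 9.45 in control CM-enriched fractions. In CM-enriched fractions the list fell after UV as well, by a median of -0.47 (2 pairs, adjusted p = 3.51e-04, and adjusted p = 0.0391 with an estimated correlation), with 6 members lower, also adjusted over the list alone. The difference of 0.28 between the populations passed with the preset correlation (adjusted p = 0.00643) and not with an estimated one (adjusted p = 0.400), without a block (adjusted p = 0.951), with a random one (adjusted p = 0.858) or without replicate 1 (adjusted p = 0.702) or 2 (adjusted p = 0.0675). After IR limma called no sarcomere gene in cultures of fibroblasts (n = 3 pairs, median -0.05, adjusted p = 0.396), where Tnni1 changed by -0.62 (SE 0.23, adjusted p = 0.609, but past the test without replicate 3) and Tnni3 by -0.28 (SE 0.11, adjusted p = 0.636). None was called in CM-enriched fractions after IR either (median -0.08, adjusted p = 0.127). Without a block for the experiment the list did not pass after UV in cultures of fibroblasts (adjusted p = 0.0932) or in CM-enriched fractions (adjusted p = 0.0788), nor with a random one (adjusted p = 0.0529 and 0.0708), and in the latter it was lost without replicate 2 (adjusted p = 0.0835). Tnni3, Csrp3, Tpm1 and Myh7 were not called in cultures of fibroblasts without a block (adjusted p = 0.291, 0.189, 0.0747 and 0.491), nor Tnni3 and Myh7 with a random one (adjusted p = 0.0813 and 0.220). In the same cultures after UV smooth muscle markers (9 genes) fell as a list by a median of -1.24 (adjusted p = 1.72e-06, but adjusted p = 0.0720 with an estimated correlation). The paper holds it likely that these transcripts come from CM that remain in the fibroblast cultures.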

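The calcium channel subunit Cacna2d1 (-3.37, SE 0.31, adjusted p = 6.16e-06), the calcium release channel Itpr1 (-3.02, SE 0.24, adjusted p = 2.11e-06), the potassium channel Kcnd3 (-2.47, SE 0.27, adjusted p = 2.36e-05) and the sarcoplasmic calcium pump Atp2a2 (-1.75, SE 0.14, adjusted p = 2.42e-06) fell in cultures of fibroblasts after UV (n = 3 pairs). In CM-enriched fractions after UV (n = 2 pairs) the chloride transporter Clcn7 rose (2.46, SE 0.39, adjusted p = 0.00113), while the potassium channel Kcnq1 (-2.40, SE 0.31, adjusted p = 2.46e-04), the nicotinic receptor subunit Chrna5 (-1.25, SE 0.17, adjusted p = 3.32e-04) and the calcium channel Cacna1g (-1.23, SE 0.12, adjusted p = 3.29e-05) fell. The change differed between the populations for all 8, with the largest differences for Cacna2d1 (2.49, adjusted p = 0.0107) and Kcnd3 (2.47, adjusted p = 0.00496). All 8 differences were lost without replicate 1 (adjusted p = 0.311 for Cacna2d1 and 0.101 for Kcnd3). Those of Cacna2d1 and Kcnd3 were lost without a block as well (adjusted p = 0.0726 and 0.455), and that of Kcnd3 with a higher floor (adjusted p = 0.387). Chrna5 lies near the floor, and its change was 0.00 with a higher floor. Kcnd3 did not pass with that floor (adjusted p = 0.0705), and Clcn7 did not pass without replicate 1 (adjusted p = 0.0781). After IR the smallest p value in CM-enriched fractions was that of the acid-sensing channel Asic2 (-0.99, SE 0.25, adjusted p = 0.122), which passed without a block for the experiment (adjusted p = 0.0443).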

The extremely low numbers of differentially expressed genes encoding for ion channels and exchangers might be explained by a low number of cardiac cell type-specific genes within this functional group.

## Conclusions

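Of the probe-sets called after UV, 808 changed in the same direction in CM-enriched fractions (n = 2 pairs) and cultures of fibroblasts (n = 3 pairs), 407 higher (88.22 expected of independent lists) and 401 lower (79.78 expected), and 36 in opposite directions (167.80 expected). Across probe-sets, which are not independent replicates, the UV changes of the populations had a Pearson correlation of 0.52 and a Spearman correlation of 0.43. After IR 7 probe-sets were shared, 3 higher (0.01 expected) and 4 lower (0.02 expected), and none changed in opposite directions. These are all the probe-sets called in cultures of fibroblasts after IR, while 64 were called in CM-enriched fractions. Across all probe-sets the IR changes of the populations had a Pearson correlation of 0.05. With the difference itself tested, 6 probe-sets differed after IR (757 at an unadjusted p under 0.05). Those lower in CM-enriched fractions than in cultures of fibroblasts after UV include Fdps (-1.70, SE 0.07, adjusted p = 1.27e-07), Ptgfr (-3.14, adjusted p = 3.17e-04) and the intermediate filament protein nestin, Nes (-1.88, adjusted p = 3.31e-04). Those higher include Actc1 (2.23, adjusted p = 1.71e-05) and Nfia (2.32, adjusted p = 0.00310). The differences of Fdps (adjusted p = 0.310), Nes (adjusted p = 0.0636) and Actc1 (adjusted p = 0.365) were lost without a block for the experiment, and without replicate 1 those of Ptgfr (adjusted p = 0.0603) and Nfia (adjusted p = 0.103). Actc1 was lost with a random block too (adjusted p = 0.0791), and Nfia without replicate 3 (adjusted p = 0.0512). The shared count after UV was 279, 399 and 498 without replicate 1, 2 and 3, and 433 without a block for the experiment. That after IR was 0 without replicate 1 or 2, 2 without replicate 3, and 2 with the scan or the lot as a block. The count of 6 was 0 without replicate 2, 2 without replicate 3 or with the scan as a block, 60 with the lot as a block and 0 without a block for the experiment.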

MS, IR and UV mainly induce stress-specific and cell-type specific gene expression profiles in neonatal rat CM-enriched cultures and cultures of neonatal rat heart fibroblasts. Functional groups that show significant percentages of differentially expressed genes suggest that certain cellular pathways are activated after one or more stresses.

## Methods

### Cell culturing

The experiments were performed with permission of the local committee on animal experiments, installed by the University of Leiden according to the Dutch law. Cardiac cells were isolated from ventricles of neonatal rat hearts, and cultured as described before [14,34]. By applying a pre-plating method, cultures enriched for CM and cultures of fibroblasts were obtained.

After 2 days of culturing with 5% horse serum (HS), culture media of CM-enriched cultures were replaced by media containing 2.5% HS. One day later, these cultures were subjected to UV, IR or MS.

Three days after isolation, cultures of fibroblasts were subcultured for 6 days in medium containing 10% foetal bovine serum (FBS). Then, culture medium was replaced by medium containing 2.5% FBS. One day later, confluent cell cultures were subjected to UV, IR or MS.

### Irradiation and cyclic stretch

Cells were subjected to a single dose of 8.5 Gy of X-rays at room temperature, using a 6 MV accelerator (SL 75-5 Philips), operated at a dose rate of 8 Gy min^-1^. During irradiation, sham-irradiated control cells were kept at room temperature. After irradiation, cell cultures were maintained at 37°C for 24 h.

In another experiment cells were irradiated with 10 J/m^2 ^UVC at room temperature at a dose rate of 0.2 J/m^2 ^per s. Before irradiation, medium was collected and cells were rinsed with PBS. Following irradiation, growth medium was returned to the cultures and the cells were incubated for an additional 24 h. Control cells received a similar treatment except for UV irradiation.

To subject cells to cyclic stretch, CM-enriched cells (54 ± 5% CM) and fibroblasts (95 ± 2% non-myocytes) were cultured in 6-well Flex I culture plates (Flexcell, Hillsborough, NC, USA), coated with collagen I. Medium was changed to medium containing 2.5% serum and after 24 h plates were placed in the Flexercell Strain Unit FX-2000^® ^(Flexcell) in which the frequency and magnitude of stretch were regulated by a computer-controlled vacuum pump. The apparatus applied an equiaxial cyclic stretch of 20% elongation to the wells at a frequency of 60 cycles/min (1 Hz). Stretch was applied for 24 h. Control cells were grown in identical culture plates and incubated in the same incubator as the stretched cultures, but were not mounted in the Flexercell Strain Unit.

### Cell harvesting after irradiation

Twenty-four hours after IR or UV, non-irradiated and irradiated CM-enriched cultures were trypsinised and subjected to centrifugal elutriation [35]. The proportion of CM in each elutriation fraction was determined by flow cytometric analysis of myosin expression, as described before [35]. After elutriation of IR-exposed cultures, CM-enriched fractions contained 74 ± 3% CM and after elutriation of UV-exposed cultures, CM-enriched fractions contained 85 ± 3% CM. Because of the high purity of the fibroblast cultures (95 ± 2% non-myocytes), no centrifugal elutriation was applied on these cells. CM-enriched fractions and cultures of fibroblasts were used for RNA isolation.

### Cell harvesting after MS

After undergoing MS or control treatment for 24 h, cells were collected from CM-enriched cultures and from cultures of fibroblasts by trypsinisation. The proportion of CM in the cell cultures was determined by flow cytometric analysis of myosin expression as described before [35]. CM-enriched cell cultures, containing 54 ± 5% CM, and fibroblast cultures, containing 95 ± 2% non-myocytes, were used for RNA isolation.

### RNA isolation and labelling

RNA was isolated applying an RNeasy^® ^kit (Qiagen GmbH, Hilden, Germany), according to the manufacturer's instructions. Ten to 14 μg of total RNA from CM-enriched fractions and 7.5 to 14 μg of total RNA from fibroblast cultures was used for labelling. Per experiment, the quantities of total RNA from irradiated and control cells were equal. cDNA was synthesised using the Gibco BRL Superscript system (Invitrogen, Carlsbad CA, USA). Briefly, single stranded cDNA was synthesised using Superscript II reverse transcriptase and T7-oligo(dT)24 primers at 42°C for 1 h. Double stranded cDNA was obtained by using DNA ligase, DNA polymerase I and RNAse H at 16°C for 2 h, followed by T4 DNA polymerase at 16°C for 5 min. After clean up with a phase lock gel (Qiagen), ds-cDNA was used for *in vitro *transcription (IVT). cDNA was transcribed using the BioArray HighYield^® ^RNA transcript labelling kit (Enzo Lifesciences, Pharmingdale NY, USA) in the presence of biotin-labelled ribonucleotides, or using the MEGAScript T7^® ^kit (Ambion, Austin TX, USA), in the presence of biotin-labelled CTP and UTP. In each experiment, cDNAs from control cells and stressed cells were labelled simultaneously using the same labelling kit. After clean up with a RNeasy kit (Qiagen), the biotin-labelled IVT-RNA was fragmented in a buffer containing 40 mM Tris-acetate (pH 8.1), 100 mM potassium-acetate and 30 mM magnesium-acetate, at 94°C for 35 min.

### Hybridisation of IVT-RNA

RG-U34A arrays (Affymetrix, Santa Clara CA, USA) were used, representing ~7000 transcripts, of which 6399 had a unique LocusLink identification number (ID) at the time of data analysis. Biotin-labelled IVT-RNA was hybridised to the arrays at 45°C for 16 h according to the manufacturer's instructions. After hybridisation, the arrays were washed in a GeneChip Fluidics Station 400 with a non-stringent wash buffer at 25°C followed by a stringent wash buffer at 50°C. After washing, the arrays were stained with a streptavidin-phycoerythrin complex. After staining, intensities were determined with a GeneChip scanner, controlled by GeneChip software (Affymetrix). The intensities were background corrected using gcrma [36] and normalized at the probe level by VSN [37].

### Data analysis

For each stressor, three independent experiments were performed. To describe the signal of every PM probe, the following linear model was used: signal ~P + T + E + TE, based on a method described before [15]. In our model, the symbols P, T, E and TE represent the effects of probe, treatment, experiment per stressor (1, 2, or 3) and the interaction between treatment and experiment, respectively. Subsequently, analysis of variance was applied on the treatment effect to determine the p-value for each probe-set. The p-values were corrected for multiple testing using the Benjamini Hochberg step-up procedure [38] which yielded q-values for the false discovery rates (FDR). The FDR level of control was set to 0.005, equivalent to selecting genes with a q-value<0.005 (keeping up- and down-regulated genes separate by the sign of the treatment coefficient). Some genes are represented by more than one probe-set. A gene was determined to be differentially expressed when at least 50% of the probe-sets representing this gene showed significant up-regulation or down-regulation.

To determine significant proportions of differentially expressed genes within functional groups, the hypergeometric probability P was calculated. P < 0.005 was considered significant.

To determine the accuracy of the linear model that was used to describe PM signals, R^2 ^was calculated for every probe-set, using the following standard formula: R^2 ^= 1-ΣR_i_^2^/Σ(signal_i_-mean signal)^2^, where R_i _= observed-fitted value for signal_i _and mean signal = the mean of observed signal_i_.

To compare data on differentially expressed genes with microarray data in literature on species other than rat, RESOURCERER of the Institute of Genomic Research [39] was used.

### RNA isolation and semi-quantitative PCR

Total RNA isolation, cDNA synthesis and semi-quantitative PCR were performed as described before [40]. In short, total RNA was isolated using an RNeasy^® ^kit (Qiagen). Following DNAse (Amersham Pharmacia Biotech, Uppsala, Sweden) treatment, cDNA was synthesised using M-MLV reverse transcriptase (Life Technologies, Rockville, MD, USA) and oligo(dT) primers (Amersham). Semi-quantitative PCR was performed, using the following primers and annealing temperatures: Tenascin C sense: CGA CAG TTT TGT TAT CAG GAT CAG, Tenascin C antisense: GGC ACA TAA GTA ATC CGG AAA T, 60°C; Biglycan sense: CAA CAA CCC TGT GCC CTA CT, Biglycan antisense: GGT GT GCT TCT TTG CTT CC, 65°C. A competitive PCR was performed on GAPDH to correct for differences in cDNA concentrations. After agarose gel electrophoresis, intensities of PCR product bands were determined by Scion image analysis software (Scion Corporation, Frederick, MD, USA).

## Authors' contributions

MB performed experiments, developed and analyzed functional groups of genes and prepared the manuscript. CGCW performed experiments, developed and analyzed functional groups of genes and participated in discussions. HV and AL participated in discussions and gave textual advice. PS performed microarray normalization and data analysis. JW and LHFM participated in discussions. AAZ participated in discussions, suggested the assignment of genes to functional groups and gave textual advice. All authors read and approved the final manuscript.

## Supplementary Material

Additional File 1 **q-values of genes within functional groups **Table 1. Excel-file containing the 25 functional groups of genes used in this study. 

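Only part of this file, 10 of its sheets, was used here. For that reason no overlap or enrichment test was made on it, and only the sheet of MAP kinases and phosphatases was used, for counts. The file is described as giving q-values, with a minus sign for down-regulated genes. Of the 10 sheets 2 hold values with a minus sign, and 8 hold values over 1 (2242 of 4392 values in those sheets), which a q-value cannot reach.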

Of every gene, Affymetrix probe-set IDs and q-values after the three types of stress are listed. Down-regulated genes are represented by a minus-sign in front of their q-value. q-values < 0.005 are marked red (in case of up-regulation) and green (in case of down-regulation). Click here for file

Additional File 2 **General stress response genes **Table 2. Excel file containing Affymetrix probe-set IDs, LocusLink ID and gene description of all probe-sets that showed an up-regulation or down-regulation after two or more stresses. 

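The table lists 900 probe-sets with 2566 fold changes, made by the study's own probe-level model. The sign of the change re-derived here was that of the listed fold for 84.7% of listed probe-sets in CM-enriched cultures after MS, 95.6% and 94.0% in CM-enriched fractions after IR and UV, and 86.7%, 89.6% and 86.9% in cultures of fibroblasts after MS, IR and UV. The Spearman correlation of the log folds, across probe-sets, was -0.06, 0.78 and 0.79 in CM-enriched cultures and fractions and 0.38, 0.61 and 0.82 in cultures of fibroblasts. Of 341 probe-sets listed as higher and 74 as lower after UV in CM-enriched fractions, 205 were called here, 203 of them in the listed direction, and of 46 and 390 in cultures of fibroblasts 203 were called, 198 in the listed direction. For IR, 17 and 5 were called, all in the listed direction, and for MS none by limma. On the sheet for IR and MS, 41 of 92 MS folds that can be compared equal the UV fold of the same probe-set on another sheet, and 23 folds lie on the other side of 1 than their heading, 2 of them outside that column.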

Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

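Gene expression was measured on 35 RG-U34A arrays, 1 for each RNA sample, in CM-enriched cultures (MS), CM-enriched fractions (IR and UV) and cultures of fibroblasts, each treated or untreated. There are 3 arrays in every group except the controls of CM-enriched fractions after UV, which number 2. Treated and control arrays with the same experiment number were taken as a pair, as the study's model has a term for the experiment. The numbers come from the sample titles, and a title without a number was taken as 1. To check the numbering, the deviations of each array from its group mean were correlated within numbered pairs: the correlation lay between 0.06 and 0.80 over 17 pairs, over 0.1 in 14 of them. For pair 3 of FB UV it was 0.07, below the highest with another number (0.13). In every other pair it was above that, but barely for pair 2 of CM MS (0.06 against 0.05). The pairing thus rests on the numbers in the titles. No 2 arrays hold identical values.

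The deposited table gives 1 intensity for each of 8799 probe-sets and array, linear, with 1 decimal. The authors describe background correction with gcrma, VSN and a linear model on probe signals, but the intensities are not the values of that model. The paper names GeneChip software (Affymetrix) for reading the arrays, but the sources used here do not state which software made the deposited intensities. That each array was scaled to a common trimmed mean is inferred from the values: with 2% trimmed at each end the mean is 200.3 to 200.4 on 26 arrays and 1001.5 to 1001.7 on 9 arrays (all CM arrays of the IR experiments, and CM arrays control 2, treated 2 and treated 3 of the UV experiments). All columns of the table were used. Scan records exist for 16 arrays and were read only for the scan and the array lot: among the CM arrays of the IR experiments, treated array 3 belongs to scan 1 and the other 5 to scan 2, and treated arrays 1 and 3 belong to lot 1 and the others to lot 2, so that only pair 2 lies within 1 lot.

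Each array was scaled to the same 75th percentile, values were raised to a floor at the 20th percentile of all scaled values (6.9), log2 was taken and arrays were quantile normalized. Between 14.5% and 24.7% of the values of an array lie at the floor (median 20.0%). Control probe-sets (59) were left out, and 8740 were tested. Gene symbols come from the array annotation and a rat gene table: 7006 probe-sets have 1 symbol, 308 several and 1426 none, and 6985 were matched to the table by gene number. The probe-sets with a single symbol stand for 4736 genes.

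All arrays were fitted together with limma 3.58.1 (lmFit, and eBayes with a variance trend) in R 4.3.3, with the numbered experiment within cell population and stressor as a block (11 residual degrees of freedom, median prior degrees of freedom 1.05). The 6 comparisons of treated with control and the difference between the populations for each stressor were tested two-sided. P values were adjusted by the Benjamini-Hochberg procedure over the probe-sets of a comparison, with 0.05 as threshold and 0.005, the level of the study, beside it. A gene was called when at least 50% of its probe-sets passed in 1 direction, after the study. Gene lists (28) were tested with camera, with its preset correlation of 0.01 and the brightest probe-set of each gene, adjusted over 168 tests, of which 39 passed. Of these, 18 also passed with an estimated correlation. The differences between the populations were tested in the same way over 84 tests, of which 11 passed. The hypergeometric probability was computed against the 4736 genes. A list count given as adjusted over the list alone uses p values adjusted over the probe-sets of that list.

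The tests, the gene lists, the alternatives and the rule for genes to name were set before the data were examined. The lists that lead the passages, and the tests of explanations that the closing section names, were chosen after list results had been seen. The genes named are, for each comparison, the 6 largest rises and the 6 largest falls among called probe-sets with the same direction in every pair and 1 symbol, every gene the study names in its results and discussion (through the brightest probe-set, with the others where they disagree), and up to 4 members with the smallest adjusted p of each list a passage is about. Values in the study's additional files had been seen when that rule was written. The list of genes named by the study is not independent evidence.

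The pipeline was tested on simulated data of the same size, with known changes. Changes of 2-fold were recovered at 59.7% (CM-enriched fractions after UV) to 83.6% (cultures of fibroblasts after MS), changes of 4-fold at 93.9% to 100.0%, and changes of 1.5-fold at 20.9% to 38.8%, with 7.57% of calls wrong. Recovery was not given by signal level.

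Alternatives changed 1 choice at a time: no block, a random block (duplicateCorrelation, statmod 1.5.0, consensus correlation 0.317), which also uses the UV-treated CM array without a control, scaling without quantile normalization, a pseudocount of 16 in place of the floor, a floor at the 40th percentile, the dimmest 40% of probe-sets left out, each comparison on its own arrays, no variance trend, each replicate number left out in turn, the scan or the lot as a block for CM arrays of the IR experiments, thresholds of 0.005 and 0.05, the brightest probe-set in place of the share rule, and for lists an estimated correlation, fry and the hypergeometric probability. Additional files were read with Python 3.11.15. Additional file 1 was used only for counts on 1 of 10 sheets. The probe-level model was not repeated, since probe signals were not used here.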

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

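The tests of fewer remaining cardiac myocytes, of a UV response of the cardiac myocytes themselves, of a changed share of non-myocytes, of the other scan, of fewer fibroblasts and of fewer endothelial or smooth muscle cells were chosen after the results were seen. Each 95% interval below was made by resampling over the genes of a list. It does not measure the spread between pairs of arrays.

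Genes of the interferon response and of antigen presentation on MHC class I, which the paper does not discuss, rose as a list after UV: of 20 genes 9 were higher and 1 lower in CM-enriched fractions (10 and 1 adjusted over the list alone; 2 pairs) and 14 higher and none lower in cultures of fibroblasts (14 adjusted over the list alone; 3 pairs). The median change was 0.33 (list test, adjusted p = 3.49e-06, and adjusted p = 0.0152 with an estimated correlation) and 0.77 (adjusted p = 6.38e-08 and 0.00726), with no difference between the populations past the test (-0.17, adjusted p = 0.320). In CM-enriched fractions the transcription factor Irf1 rose by 1.65 (SE 0.18, adjusted p = 7.34e-05) and in cultures of fibroblasts the immunoproteasome subunit Psmb9 (probe-set D10757_g) by 1.57 (SE 0.17, adjusted p = 3.02e-05) and Tap1 (probe-set X57523) by 1.15 (SE 0.13, adjusted p = 2.59e-05). In CM-enriched fractions these 2 probe-sets rose by 1.94 and 1.59, with no difference between the populations past the test (0.37, adjusted p = 0.531, and 0.43, adjusted p = 0.251), nor for the other probe-set of each gene (1.32, adjusted p = 0.159, and 0.83, adjusted p = 0.187). Without a block for the experiment Irf1 stood at an adjusted p of 0.0660.

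Cardiac myocyte genes fell as a list in cultures of fibroblasts after UV, and the sarcomere list differed between the populations by 0.28 (adjusted p = 0.00643, but 0.400 with an estimated correlation, 0.951 without a block, 0.858 with a random one, and 0.702 and 0.0675 without replicate 1 and 2). Quantile normalization is argued against, since with arrays only scaled the adjusted p of the fall was 7.52e-08. A loss of the remaining cardiac myocytes would lower all their transcripts alike: over all 51 markers the fall beyond that of CM-enriched fractions had a standard deviation 2.43 times its standard error, where 2 was set as the bound after the values were seen, but over 21 choices of markers tried after seeing the values the ratio ran from 1.01 to 3.24 (2 or more for 15 of 21), so the choice of markers decides and this stays open. A UV response of the cardiac myocytes themselves stays open too: the median change was -0.73 in cultures of fibroblasts and -0.46 in CM-enriched fractions, and the difference of -0.31 (95% interval -0.47 to -0.09) spans the bound of -0.3, also set after the values were seen, while over the 21 choices it ran from -0.84 to -0.28 and was -0.3 or less for 20 of 21. These explanations cannot be told apart by the arrays, in which smooth muscle markers (-1.24, adjusted p = 1.72e-06, but 0.0720 with an estimated correlation; 8 of 9 lower) and fibroblast markers (-0.44, adjusted p = 0.00217, but 0.169; 13 of 25 lower) fell as lists too.

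Cholesterol biosynthesis fell as a list in CM-enriched fractions after UV and not in cultures of fibroblasts, a difference of -1.09 (adjusted p = 1.03e-22). With arrays only scaled the difference kept an adjusted p of 8.83e-20, which argues against quantile normalization. A changed share of non-myocytes as the whole cause is argued against by the 6 members whose control level in CM-enriched fractions is not over 0.5 below that in cultures of fibroblasts, whose median change was -0.72 (95% interval -1.33 to -0.44), but fibroblast markers changed by -0.44 in the same fractions (adjusted p = 3.25e-05, but 0.145 with an estimated correlation; -0.31 and -0.55 in the 2 pairs), so a part in the fall stays open. The interval rests on 6 genes measured in 2 pairs. A response of the cardiac myocytes to UV remains as a hypothesis. It was found on these same arrays and was not tested directly. After IR the list differed as well, by -0.31 (adjusted p = 1.56e-06, but 0.394 without a block and 0.271 with a random one).

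Mitosis genes fell as a list in CM-enriched fractions after IR, more than in cultures of fibroblasts by -0.33 (adjusted p = 3.94e-04, but 0.474 with an estimated correlation, 0.105 with the dimmest 40% left out, 0.0650 without replicate 3 and 0.126 with the lot as a block). The other scan of irradiated array 3 is argued against by pairs 1 and 2, read in 1 scan, whose median change was -1.56 (95% interval -1.75 to -0.92). Taken singly, these pairs had medians of -1.43 and -1.51. Fewer fibroblasts in the irradiated fractions are argued against by their markers, whose median change was 0.18 (95% interval 0.08 to 0.23) and above 0 in 3 of 3 pairs, though the list test of this rise was lost with an estimated correlation (adjusted p = 0.199) and without replicate 1 (adjusted p = 0.114). As the whole cause, fewer endothelial or smooth muscle cells are argued against by their 21 markers. Their median change was -0.12 (95% interval -0.22 to 0.02), against -1.51 for the mitosis list. A part in the fall stays open, since endothelial markers were below 0 in 3 of 3 pairs (-0.17, adjusted p = 0.557; smooth muscle -0.04, adjusted p = 0.558). The array lot stays open too, since only pair 2 lies within 1 lot (median -1.51, and adjusted p = 1.57e-09 with the lot as a block, which rests on that pair), as does an arrest of the cell cycle in dividing cells of either type, which was not tested.

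The other differences between the populations past their test are given as values. After IR 6 probe-sets differed, and after UV 555. As lists after IR, antioxidant and glutathione enzymes differed by 0.13 (adjusted p = 0.0407), ribosomal proteins by 0.08 (adjusted p = 0.0281), DNA replication by -0.30 (adjusted p = 0.0472), fibroblast markers by 0.17 (adjusted p = 0.0172) and fatty acid oxidation by 0.17 (adjusted p = 0.0257), positive where CM-enriched fractions were higher. After UV ribosomal proteins differed by 0.21 (adjusted p = 0.00574) and smooth muscle markers by 0.91 (adjusted p = 0.00230). With an estimated correlation none of these lists passed (adjusted p = 0.168 to 0.736). Without replicate 1 they were lost too (adjusted p = 0.0874 to 0.465 after IR, and 0.422 and 0.702 after UV), and with the lot as a block those after IR (adjusted p = 0.424 to 0.520).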

How the results depend on the processing

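No alternative here was chosen after the results were seen. Under every alternative run, p53 targets kept their rise after IR and UV in both populations, mitosis genes their fall after IR, and the interferon response and proteasome lists their rise after UV, past 0.05 in each, except that the hypergeometric probability gave p53 targets an adjusted p of 0.0930 (FB IR), 0.0560 (CM UV) and 0.197 (FB UV). Leaving out the variance trend lost none of the named calls or list calls, reversed no direction and moved no count by over 1.5 times. The difference of Tpm2 between the populations after UV was lost (adjusted p = 0.0527, against 0.0499). Of 142 named calls, each comparison alone lost 110, no block 37, a random block 20, scaling only 3, the pseudocount 4, the higher floor 10 (and Chrna5, whose change became 0.00), no variance trend 0, and leaving out replicate 1, 2 and 3 lost 49, 47 and 20. With the dimmest 40% left out 126 were kept and 1 lost, and the others have no value there. Of the calls in CM IR, the scan as a block kept 14 and lost 3, and the lot as a block kept 11 and lost 6. Of 39 list calls, 12 were lost with no block, 10 with a random block, 2 with scaling only, 0 with the pseudocount, 1 with the higher floor, 4 with the dimmest 40% left out, 6 with each comparison alone, and 12, 9 and 4 without replicate 1, 2 and 3. The cause of the changes below was not tested, except where it lies in the alternative itself (fewer arrays or a stricter threshold).

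Without a replicate block CM IR gave 14 higher and 23 lower, CM UV 465 and 348, FB MS 1 higher, FB UV 614 and 586, and the change differed between the populations for 0 probe-sets after IR and 78 after UV. The overlaps were 5 (CM IR and CM UV), 4 (CM IR and FB IR) and 433 (CM UV and FB UV). The adjusted p of cholesterol biosynthesis was 0.674 (CM MS), 0.0919 (CM IR) and 0.109 (CM UV), and that of non-muscle cytoskeleton (CM UV) and of sarcomere (FB UV) 0.0932. The fit without a block moved no other of these counts by over 1.5 times and changed no other of these list calls, and the number of list tests passed went from 39 to 27. With the block as random FB MS gave 1 higher, FB IR 7 higher and 9 lower, the populations differed for 0 (IR) and 300 (UV), the overlaps were 10 (CM IR and CM UV), 5 (FB IR and FB UV) and 11 (CM IR and FB IR), and the adjusted p was 0.611, 0.0524 and 0.0724 for cholesterol biosynthesis (CM MS, CM IR, CM UV), 0.0627 for cytoskeleton (CM UV) and 0.0529 for sarcomere (FB UV).

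With scaling only the populations differed for 3 probe-sets after IR and cytoskeleton (CM UV) had an adjusted p of 0.152. With a pseudocount of 16 FB IR gave 6 higher, and 6 overlapped with FB UV. With a floor at the 40th percentile CM MS gave 1 higher and 1 lower, the populations differed for 20 after IR, CM IR and FB IR shared 4, and Chrna5 in CM UV moved from -1.25 to 0.00. With the dimmest 40% left out CM MS gave 1 higher, FB IR 6 higher and 12 lower, FB IR shared 6 with FB UV and 16 with CM IR, and cholesterol biosynthesis (CM MS) had an adjusted p of 0.0632.

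With each comparison on its own arrays, CM IR, CM UV and FB IR gave 0 higher and 0 lower, FB UV 184 and 245, the populations differed for 0 (IR) and 4 (UV), the 4 overlaps were 0, and the adjusted p was 0.223 for cholesterol biosynthesis (CM MS) and 0.0519 for antioxidants (CM UV). Few residual degrees of freedom are left in that fit by its construction.

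Leaving out each replicate in turn gave, lowest to highest: CM MS 0 to 1 higher and 0 to 2 lower; CM IR 1 to 12 and 1 to 10; CM UV 259 to 522 and 276 to 536; FB MS 0 to 2 and 0 to 4; FB IR 0 to 3 and 0 to 2; FB UV 573 to 663 and 647 to 737. The populations differed for 0 to 4 (MS), 0 to 5 (IR) and 138 to 336 (UV). The overlaps were 1 to 5 (CM IR and CM UV), 0 to 4 (FB IR and FB UV), 0 to 2 (CM IR and FB IR) and 279 to 498 (CM UV and FB UV). The adjusted p was 0.0854 to 0.220 for cholesterol biosynthesis (CM MS), 0.0117 to 0.227 for cytoskeleton (CM UV) and 0.00566 to 0.0709 for antioxidants (CM UV). Where 1 array of a group was left, it was assumed to vary like the other groups. Each replicate number was left out of all comparisons at once, so the fit also had fewer arrays to estimate the spread. Replicate 3 holds no pair of CM UV. Without it the changes of Map3k1 and Dnajb5 there stayed at 0.76 and -1.08, while both calls were lost. A call lost in this way thus need not rest on the pair left out.

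The scan as a block leaves pairs 1 and 2 to the comparison CM IR and the lot as a block pair 2 alone, with the spread taken from all groups. With the scan as a block the populations differed for 2 after IR, and CM IR shared 10 with CM UV and 2 with FB IR. With the lot as a block CM IR gave 49 higher, the populations differed for 60, CM IR shared 9 with CM UV and 2 with FB IR, and antioxidants (CM IR) had an adjusted p of 0.324.

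At a threshold of 0.005 CM IR gave 11 and 15, CM UV 281 and 310, FB IR 1 and 0, FB UV 540 and 625, the populations differed for 0 (IR) and 133 (UV), and the overlaps were 7 (CM IR and CM UV), 1 (FB IR and FB UV), 1 (CM IR and FB IR) and 343 (CM UV and FB UV). Genes called at 0.05 in place of 0.005 numbered 17 and 25 (CM IR), 481 and 436 (CM UV), 2 and 3 (FB IR) and 658 and 617 (FB UV). With the brightest probe-set in place of the share rule no gene count moved by over 1.5 times.

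With an estimated correlation 18 list tests passed, and the adjusted p was 0.162 for cholesterol biosynthesis (CM MS), 0.288 for antioxidants in CM IR and 0.230 in CM UV. With fry it was 0.147 for cholesterol biosynthesis (CM MS) and 0.127 for antioxidants (CM IR). With the hypergeometric probability 15 passed, and the adjusted p was 1 for cholesterol biosynthesis in CM MS and in CM IR and for antioxidants in CM IR, and 0.261 for antioxidants in CM UV.

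Low signal limits what can be seen: 14.5% to 24.7% of the values of an array lie at the floor, and changes below it are not measured. In simulated data of the same size, 20.9% of 1.5-fold changes were found in CM-enriched fractions after UV and 38.8% in cultures of fibroblasts after IR. As these shares were not split by signal level, recovery among dim probe-sets is not known.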

Differences from the paper's values

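A value is said to differ where 1 of the 2 is over 1.5 times the other and, for a fold, the gap is also wider than the standard deviation of the fold between pairs. Fig. 2 gives numbers of genes at a q-value under 0.005, read by eye below and set beside genes at an adjusted p under 0.005 here, which rest on another model and on gene symbols in place of LocusLink IDs. The paper's values are about 600 up-regulated and about 15 down-regulated in CM-enriched cultures after MS in Fig. 2, read by eye, against 0 and 0 here, and about 42 and about 200 in cultures of fibroblasts (Fig. 2, read by eye) against 0 and 0. After IR they are about 370 and about 310 in CM-enriched fractions (Fig. 2, read by eye) against 8 and 8, and about 77 and about 430 in cultures of fibroblasts (Fig. 2, read by eye) against 1 and 0. After UV they are about 930 and about 510 in CM-enriched fractions (Fig. 2, read by eye) against 184 and 200, and about 900 and about 1800 in cultures of fibroblasts (Fig. 2, read by eye) against 357 and 374. Shared by both populations are about 13 up and about 1 down after MS (Fig. 2, read by eye) against 0 and 0, about 31 and about 56 after IR against 1 and 0 (Fig. 2, read by eye), and about 520 and about 370 after UV (Fig. 2, read by eye) against 115 and 117. Of the alternatives set before the data were examined, a threshold of 0.05 brings 3 of these counts within 1.5 times of the paper's: 436 down-regulated in CM-enriched fractions after UV, 658 up-regulated in cultures of fibroblasts after UV, and 257 down-regulated in both after UV, against about 510, about 900 and about 370 (Fig. 2, read by eye). For the other counts all alternatives still differ.

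For MAP kinases and phosphatases in CM-enriched fractions after UV, the paper gives 27% differentially expressed, 8 genes and 63% of these up-regulated, against 4.5%, 1 gene and 0.0% here at 0.005. The paper's 8 of 22 genes is not its 27%. The percentage no longer differs with a random block (18.2%) or a threshold of 0.05 (31.8%), the number with a threshold of 0.05 (7), and the share up-regulated with a random block (75.0%), a pseudocount of 16 (50.0%), the dimmest 40% left out (50.0%) or a threshold of 0.05 (71.4%). It still differs under the other alternatives.

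Additional file 2 gives folds from the study's model. For Mdm2, probe-set AA875509, the paper's fold is 3.47 after IR in CM-enriched fractions against 1.61 here (no longer differing with the lot as a block, 2.48) and 9.17 after UV against 5.66. For Mdm2, probe-set AI639488, it is 15.0 after UV in CM-enriched fractions against 5.31, and 1.92 after MS in CM-enriched cultures against 1.17. For Cdkn1a, probe-set L41275, the paper's folds are 4.77 (CM IR), 9.50 (CM UV) and 11.2 (FB UV) against 2.31, 3.39 and 6.88, the last no longer differing without replicate 2 (7.64). For Cdkn1a, probe-set U24174, they are 8.87 (CM IR) and 11.5 (CM UV) against 3.31 and 4.84. For fibronectin, Fn1, probe-set X05831, the paper's folds are 0.856 (FB IR), 1.62 (CM UV) and 3.23 (CM MS) against 2.00, 0.661 and 1.38. The first no longer differs with a pseudocount of 16 (1.88), without replicate 1 (1.62) or without replicate 3 (1.74), where the gap lies within the spread between pairs, but all 3 stay above 1 and the paper's below it. The second no longer differs without replicate 2 (1.09). For Fn1, probe-set M28259, the paper's folds are 2.20 (CM UV) and 3.96 (CM MS) against 0.616 and 1.34, the first no longer differing without replicate 2 (1.43). Where no alternative is named, all that were run still differ.

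The paper reports that changed genes were mostly up-regulated in CM-enriched populations and mostly down-regulated in fibroblasts after all stressors, at a q-value under 0.005. At an adjusted p under 0.005 here, 184 genes were up-regulated and 200 down-regulated in CM-enriched fractions after UV, against the paper's direction, and 357 and 374 in cultures of fibroblasts, in its direction. After IR these were 8 and 8, and 1 and 0, and after MS none was called. As probe-sets at that level they were 281 and 310, and 540 and 625, after UV, and 11 and 15, and 1 and 0, after IR. At 0.05, a looser level than the paper's, 51.4% of called probe-sets in CM-enriched fractions and 51.1% in cultures of fibroblasts were higher after UV, and 39.1% and 42.9% after IR. With scaling only, at 0.05, called probe-sets were lower more often than higher after UV in both populations (915 against 660 and 1075 against 879). Without a block they were higher more often (465 against 348, and 614 against 586). The same held with a random block (743 against 600, and 932 against 860). The balance thus depends on the setting.

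From here on calls are at an adjusted p under 0.05, a looser level than the paper's 0.005. The paper names mitosis among groups with a high share of up-regulated genes. Here 13 mitosis genes were lower and none higher in CM-enriched fractions after IR and 3 lower in cultures of fibroblasts, and after UV 1 and 2 were higher, with none lower. The paper's statement that these genes were down-regulated in CM-enriched fractions after IR is matched.

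The paper reports GADD153 up after IR and UV. Ddit3 rose here in CM-enriched fractions after UV (1.63), but was 0.65 with an adjusted p of 0.0713 after IR, past the threshold with the dimmest 40% left out. In cultures of fibroblasts it was -0.12 (adjusted p = 0.709) after UV and 0.01 (adjusted p = 1) after IR. Cdkn1a in cultures of fibroblasts after IR was 1.18 (adjusted p = 0.0863), past the threshold with a random block, a pseudocount of 16 or the dimmest 40% left out. Mdm2 goes the paper's way in all 4 comparisons through its brightest probe-set.

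The paper reports cytoskeletal genes down after IR as well as UV, and CM-specific ones down in fibroblasts after IR. Here no gene of the non-muscle cytoskeleton or the sarcomere was called after IR by limma, with a list adjusted p of 0.593 and 0.493 for cytoskeleton in CM-enriched fractions and fibroblasts and 0.396 for sarcomere in fibroblasts. Tnni1 passed there without replicate 3. After UV both go the paper's way, though the cytoskeleton list did not pass in cultures of fibroblasts. Its call in CM-enriched fractions was lost without a block (adjusted p = 0.0932), with a random one (0.0627), with scaling only (0.152) or without replicate 1 or 2. The sarcomere call in cultures of fibroblasts was lost without a block (adjusted p = 0.0932) or with a random one (0.0529).

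The paper reports many up-regulated heat shock genes after IR and UV in both populations. After UV 7 rose and 4 fell (CM) and 11 rose and 4 fell (FB), and after IR none was called. It reports many up-regulated antioxidant genes after IR. Here none of 38 was called after IR, although the list rose in CM-enriched fractions (0.13, adjusted p = 0.00755, but not with an estimated correlation, adjusted p = 0.288, with fry, 0.127, or with the lot as a block, 0.324) and 11 rose after UV. The paper reports a low share of changed ion channels as significant. After UV this goes the paper's way (5.05e-05 and 9.81e-08), but the test does not allow for signal level and cannot tell unresponsive genes from dim ones. After IR none was called here, and the probability of 0.204 and 0.828 is the lowest it can then take, so nothing follows for IR.

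After MS the paper reports beta-myosin heavy chain, HMG-CoA reductase, Tenascin C and biglycan up in CM-enriched cultures. It also reports more changed genes of the matrix there than in cultures of fibroblasts. None was called here. For Tenascin C and biglycan the paper also reports rises by PCR in independent experiments. In simulated data 33.8% of 1.5-fold changes were found in CM-enriched cultures after MS. A missing call therefore says little about a rise of that size. Changes in the paper's direction were those of Myh7 (0.07 and 0.24, adjusted p = 1), HMG-CoA reductase (0.39, adjusted p = 1, while its other probe-set was -0.05), Bgn (0.23 and 0.28, adjusted p = 1) and Tnc (1.28, adjusted p = 0.852, and 0.44, adjusted p = 1, while its brightest probe-set was -0.08). The matrix list, for which the paper states no direction, changed by 0.07 (adjusted p = 0.143). Cholesterol biosynthesis as a list goes the paper's way (0.05, adjusted p = 0.0363), but not with an estimated correlation (adjusted p = 0.162), with fry (0.147), without a block (0.674) or whichever replicate was left out (0.0854 to 0.220).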

Other observations

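The tests of other splits of the arrays were set before the results were seen, except the one over splits that part every pair in both populations; the lists and genes given as values were chosen for mention afterwards.

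Immediate early genes (25) rose in cultures of fibroblasts after UV by a median of 0.45 (list test, adjusted p = 2.05e-04, but adjusted p = 0.158 with an estimated correlation), with 10 higher and 1 lower, or 11 and 1 adjusted over the list alone, led by Fosl1 (3.22), Egr2 (2.79) and Jun (2.51), chosen after their values were seen. In CM-enriched fractions 7 were higher and 2 lower, or 8 and 2 adjusted over the list alone (0.28, adjusted p = 0.0753). Smooth muscle markers (9) fell in cultures of fibroblasts after UV by a median of -1.24 (adjusted p = 1.72e-06, but adjusted p = 0.0720 with an estimated correlation), 8 of them called and 8 adjusted over the list alone. Their mean log2 level went from 8.83 (SD 0.03) to 7.46 (SD 0.27), and Tagln fell by 1.36 (SE 0.10, adjusted p = 1.08e-06), but not without a block (adjusted p = 0.0727). In CM-enriched fractions 4 were lower (-0.45, adjusted p = 0.0696). Cardiomyocyte markers outside the sarcomere (25) fell after UV in cultures of fibroblasts (-0.37, adjusted p = 1.85e-06, and adjusted p = 0.0277 with an estimated correlation; 1 higher and 11 lower, 1 and 12 adjusted over the list alone) and in CM-enriched fractions (-0.39, adjusted p = 4.91e-04, but adjusted p = 0.116 with an estimated correlation; 2 and 7, 2 and 8 adjusted over the list alone). Without a block neither passed (adjusted p = 0.0629 and 0.253), nor did the second with a random block (adjusted p = 0.207) or without replicate 1 (adjusted p = 0.0583).

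The 7 fetal genes of hypertrophy fell after UV in CM-enriched fractions (-0.80, adjusted p = 1.56e-05, and adjusted p = 0.0246 with an estimated correlation; 4 lower) and in cultures of fibroblasts (-1.10, adjusted p = 5.11e-09 and 0.00782; 6 lower). In CM-enriched fractions the call was lost without a block (adjusted p = 0.109), with a random one (adjusted p = 0.0782) and without replicate 1 (adjusted p = 0.0571). Extracellular matrix genes (47) fell after UV in both populations with the preset correlation (-0.44, adjusted p = 5.26e-04, 1 higher and 11 lower, 2 and 13 adjusted over the list alone; -0.28, adjusted p = 0.00471, 16 lower, 19 adjusted over the list alone), but not with an estimated one (adjusted p = 0.206 and 0.169), nor in CM-enriched fractions without replicate 2 (adjusted p = 0.265) or with each comparison alone (adjusted p = 0.104). Fibroblast markers (25) fell after UV in CM-enriched fractions (-0.44, adjusted p = 3.25e-05, but 0.145 with an estimated correlation; 1 higher and 8 lower, 1 and 10 adjusted over the list alone; adjusted p = 0.203 without replicate 2) and in cultures of fibroblasts (-0.44, adjusted p = 0.00217, but 0.169; 2 and 13, 2 and 14 adjusted over the list alone), and rose after IR in CM-enriched fractions (0.18, adjusted p = 2.87e-04, but 0.199; 1 higher, 2 adjusted over the list alone; adjusted p = 0.114 without replicate 1).

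DNA replication genes (20) fell after IR in CM-enriched fractions (-0.48, adjusted p = 5.11e-09, but adjusted p = 0.139 with an estimated correlation; 3 lower, 8 adjusted over the list alone) and in cultures of fibroblasts (-0.14, adjusted p = 0.00216, but 0.453; none called by limma, 1 lower adjusted over the list alone; 0.346 and 0.202 without replicate 1 and 2, 0.184 with each comparison alone). They rose after UV in cultures of fibroblasts (0.57, adjusted p = 0.0212, but 0.527; 6 higher and 2 lower, 9 and 2 adjusted over the list alone; 0.0688 and 0.0837 without replicate 1 and 3, 0.285 with each comparison alone), with 4 higher and 1 lower in CM-enriched fractions (0.30, adjusted p = 0.135). Ribosomal protein genes (42) rose after UV in CM-enriched fractions (0.19, adjusted p = 5.87e-04, but 0.116 with an estimated correlation; 12 higher, 13 adjusted over the list alone; 0.158 without replicate 1) and fell after IR in cultures of fibroblasts (-0.07, adjusted p = 0.0409, but 0.421; 0.821 with scaling only, 0.109 without a block, 0.0860 with a random one, 0.0757 with the dimmest 40% left out, 0.201 with each comparison alone, and 0.582 and 0.130 without replicate 1 and 3). The unfolded protein response (20) fell after UV in cultures of fibroblasts (-0.34, adjusted p = 0.0117, but 0.169; 1 higher and 6 lower; 0.101 without replicate 2, 0.0559 without a block and 0.140 with the dimmest 40% left out), while in CM-enriched fractions 6 were higher and 3 lower, with a median of -0.23 and a mean of 0.04 (adjusted p = 0.593). Oxidative phosphorylation (55) fell after IR in cultures of fibroblasts (-0.15, adjusted p = 3.25e-05, but 0.406), with no member called by limma.

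Lists that did not pass in any comparison had these members called after UV, higher and lower: inflammation and chemokines (30) 5 and 2 in CM-enriched fractions and 6 and 3 in cultures of fibroblasts, where Il6 rose by 2.68 and Ccl2 by 1.85 (chosen after their values were seen); macrophage and leucocyte markers (21) 0 and 2, and 2 and 0; glycolysis (21) 5 and 3, and 5 and 5; fatty acid oxidation (27) 3 and 2, and 2 and 6; and red cell markers (6) none by limma. The list of 13 genes named by the study rose after IR (0.17, adjusted p = 2.24e-04, in CM-enriched fractions and 0.10, adjusted p = 4.29e-04, in cultures of fibroblasts), but not with an estimated correlation (adjusted p = 0.161 and 0.162) or without replicate 1 (adjusted p = 0.455 and 0.189).

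With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The real value and the highest other are 0 and 26 (CM MS; 10 splits as large), 64 and 250 (CM IR; 5), 0 and 62 (FB MS; 10), 7 and 49 (FB IR; 7) and 2002 and 155 (FB UV; 1). Where the real count is 0 every split is as large by construction, so nothing follows from those splits. With the experiment as a block, a split that does not part every pair compares treated with control in the 1 pair it parts. Such a split does not show what arbitrary labels would give. Each highest other value above comes from a split of this kind. Splits that part every pair, as the real one does, called 0, 0 and 0 (CM MS), 1, 1 and 0 (FB MS), 1, 5 and 2 (CM IR), 0, 2 and 0 (FB IR) and 2, 0 and 0 (FB UV). In CM-enriched fractions after IR the splits that do not part every pair called 250, 66 or 38. They rest on 1 pair each and cannot be set against the real count. The other splits that part every pair called 1, 5 and 2 there, against the real 64, but are too few for a share under 0.05. For the difference between the populations, 100 of 100 splits were as large as the real 0 after MS (highest other 77), again by construction. After IR 88 of 100 were as large as the real 6 (highest other 257), but those splits also hold ones that keep whole pairs on 1 side. Of the 32 splits after IR that part every pair in both populations, as the real one does, 4 were as large (highest other 44), so chance cannot be excluded there. In CM-enriched fractions after UV there are fewer than 3 controls and splits were not run.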
